# Bistable auto-aggregation phenotype in *Lactiplantibacillus plantarum* emerges after cultivation in in vitro colonic microbiota

**DOI:** 10.1186/s12866-021-02331-x

**Published:** 2021-10-05

**Authors:** Julia Isenring, Annelies Geirnaert, Christophe Lacroix, Marc J. A. Stevens

**Keywords:** Auto-aggregation, *Lactiplantibacillus plantarum*, In vitro gut microbiota, Adaptation, Transcriptome, DNA inversion

## Abstract

**Background:**

Auto-aggregation is a desired property for probiotic strains because it is suggested to promote colonization of the human intestine, to prevent pathogen infections and to modulate the colonic mucosa. We recently reported the generation of adapted mutants of *Lactiplantibacillus plantarum* NZ3400, a derivative of the model strain WCFS1, for colonization under adult colonic conditions of PolyFermS continuous intestinal fermentation models. Here we describe and characterize the emerge of an auto-aggregating phenotype in *L. plantarum* NZ3400 derivatives recovered from the modelled gut microbiota.

**Results:**

*L. plantarum* isolates were recovered from reactor effluent of four different adult microbiota and from spontaneously formed reactor biofilms. Auto-aggregation was observed in *L. plantarum* recovered from all microbiota and at higher percentage when recovered from biofilm than from effluent. Further, auto-aggregation percentage increased over time of cultivation in the microbiota. Starvation of the gut microbiota by interrupting the inflow of nutritive medium enhanced auto-aggregation, suggesting a link to nutrient availability. Auto-aggregation was lost under standard cultivation conditions for lactobacilli in MRS medium. However, it was reestablished during growth on sucrose and maltose and in a medium that simulates the abiotic gut environment. Remarkably, none of these conditions resulted in an auto-aggregation phenotype in the wild type strain NZ3400 nor other non-aggregating *L. plantarum*, indicating that auto-aggregation depends on the strain history. Whole genome sequencing analysis did not reveal any mutation responsible for the auto-aggregation phenotype. Transcriptome analysis showed highly significant upregulation of LP_RS05225 (*msa*) at 4.1–4.4 log_2_-fold-change and LP_RS05230 (*marR*) at 4.5–5.4 log_2_-fold-change in all auto-aggregating strains compared to non-aggregating. These co-expressed genes encode a mannose-specific adhesin protein and transcriptional regulator, respectively. Mapping of the RNA-sequence reads to the promoter region of the *msa*-*marR* operon reveled a DNA inversion in this region that is predominant in auto-aggregating but not in non-aggregating strains. This strongly suggests a role of this inversion in the auto-aggregation phenotype.

**Conclusions:**

*L. plantarum* NZ3400 adapts to the in vitro colonic environment by developing an auto-aggregation phenotype. Similar aggregation phenotypes may promote gut colonization and efficacy of other probiotics and should be further investigated by using validated continuous models of gut fermentation such as PolyFermS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12866-021-02331-x.

## Background

Consumption of probiotics increased steadily over the past years and their application was recommended against a range of gastrointestinal tract related diseases [1]. Probiotics are defined as “live microorganisms that, when administered in adequate amounts, confer a health benefit on the host “[2]. To exert a health benefit, a probiotic should exhibit certain properties such as survival during gastrointestinal passage, delivery of high viable-cell numbers to the colon and a certain degree of colonization in the gut environment [3, 4]. Successful colonization in the intestine is mediated via adherence to the intestinal epithelium or solid particles.

Auto-aggregation occurs between genetically identical cells and co-aggregation between genetically different cells [5]. Auto-aggregation is a well-studied phenomenon that leads to the formation of a community structure that facilitates interaction and communication between cells, genetic exchange, adherence and colonization in different environments [6–11]. Auto-aggregation ability correlates positively with adherence to human epithelial cell lines and the ability to co-aggregate with *Listeria monocytogenes*, *Staphylococcus aureus* and pathogenic *Escherichia coli* [8, 12–16]. Auto-aggregation is frequently assessed as feature in studies evaluating putative probiotic strains [17–19].

Although auto-aggregation is a common phenomenon, there is still no complete understanding of underlying mechanisms and triggers, possibly impeded by species-specific differences. Triggering factors of auto-aggregation so far identified include intestinal, nutritive, chemical, and oxidative stresses, changes in temperature and nutrient availability [20–25]. Several auto-aggregation mechanisms have been reported, including cell-surface properties, −structures and -enzymes. Cell surface hydrophobicity for example is positively linked to auto-aggregation [14, 26, 27]. Molecules involved in auto-aggregation, so called autoagglutinins, include cell-surface proteins, exopolysaccharides, carbohydrates, glycoproteins, teichoic and lipoteichoic acid secreted proteins that act as aggregation promoting factors [7, 23, 28, 29].

Auto-aggregation was reported for *Lactobacillus* spp. strains isolated from distinct environments like the piglet, chicken and murine gastrointestinal tract, vaginal tract, dairy and fermented foods [12, 30–37]. However, not much is known about bacterial auto-aggregation and its role in the human intestinal tract. *Lactiplantibacillus plantarum* WCFS1 is a model strain for probiotic lactobacilli. It harbors possible genetic predisposition for auto-aggregation in form of a serine/threonine rich domain in LP_RS01260 with affinity to mucin which was identified to be involved in auto-aggregation of *L. plantarum* NCIMB 8826, the mother strain of WCFS1 [38, 39]. However, there is no description of a WCFS1 auto-aggregation phenotype yet. Recently, we supplemented *L. plantarum* NZ3400, a derivative strain of WCFS1, to different in vitro human colonic microbiota, continuously cultivated in the PolyFermS model in the context of an evolutionary engineering experiment [40]. *L. plantarum* NZ3400 derivatives were recovered from the microbiota and phenotypically and genotypically characterized. Here, we describe the emerge of an auto-aggregation phenotype in a non-aggregating strain after exposure to human colon conditions. The novel phenotype was characterized, and transcriptome analysis was performed to investigate the underlying mechanisms.

## Results

### Development of a high-throughput screening for auto-aggregation

A high-throughput screening method based on a yeast-agglutination assay was set-up to detect auto-aggregating *L. plantarum* strains [41]. Microscopic investigation of 96 *L. plantarum* cultures grown in a 96-well tissue culture test plate revealed that auto-aggregating *L. plantarum* cultures produced a sediment of white clumps, while non-aggregating cultures formed a homogenous white layer at the bottom of the wells (Fig. 1A). Therefore, detection of clumps can be used to distinguish rapidly between auto-aggregating and non-aggregating strains.

**Fig. 1:**
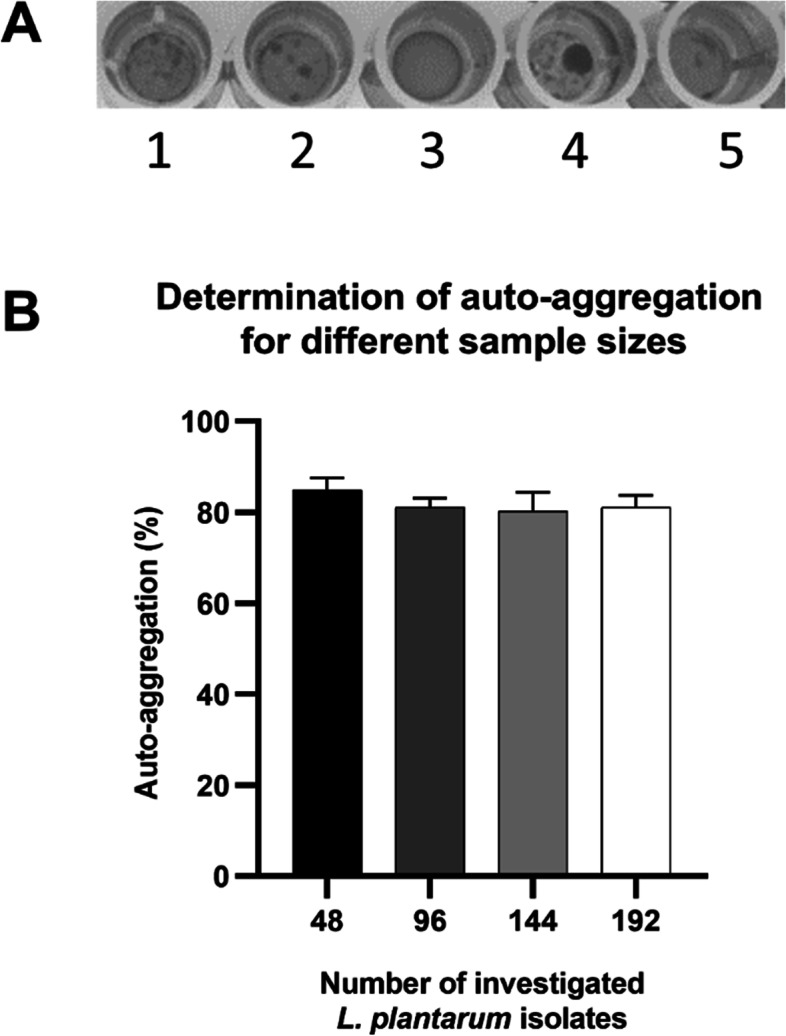
Visual auto-aggregation detection and determination of the number of colonies to investigate auto-aggregation. **A** 96-well plate well bottom appearance of non-aggregating (well 3) and auto-aggregating (well 1–2,4–5) *L. plantarum* isolates. **B** Percentage of auto-aggregation after testing different numbers of *L. plantarum* colonies

To determine how many *L. plantarum* isolates have to be analyzed to obtain a reliable percentage of the auto-aggregation subpopulation, different sets of colonies isolated from a single reactor and time point were visually assigned as aggregating or not. Testing 48, 96, 144 and 192 colonies did not significantly change aggregation percentage (Fig. 1B). Therefore, 48 colonies were investigated in all further experiments to determine auto-aggregation percentages.

### *L. plantarum* auto-aggregation increases in biofilm, during starvation and during cultivation in in vitro colonic microbiota

To investigate if auto-aggregation is microbiota-dependent, *L. plantarum* NZ3400 was supplemented to four PolyFermS models inoculated with different colonic microbiota and recovered after 10 days. Auto-aggregation was detected in *L. plantarum* isolates recovered from all four microbiota at levels between 8 and 41% (Fig. 2A). Auto-aggregation percentage steadily increased over time in five different reactors containing microbiota of donor 2, reaching approximately 15 and 30% after 21 and 42 days post supplementation, respectively (Fig. 2B). An increase in auto-aggregation over time was also observed for donor 3 microbiota. It was more pronounced compared to donor 2 microbiota in the reactors 1, 3 and 4 with 88–89% aggregation 18 days post *L. plantarum* supplementation, but lower in the reactors 2 and 5 with only 8% aggregation after 18 days (Fig. 2C).

**Fig. 2:**
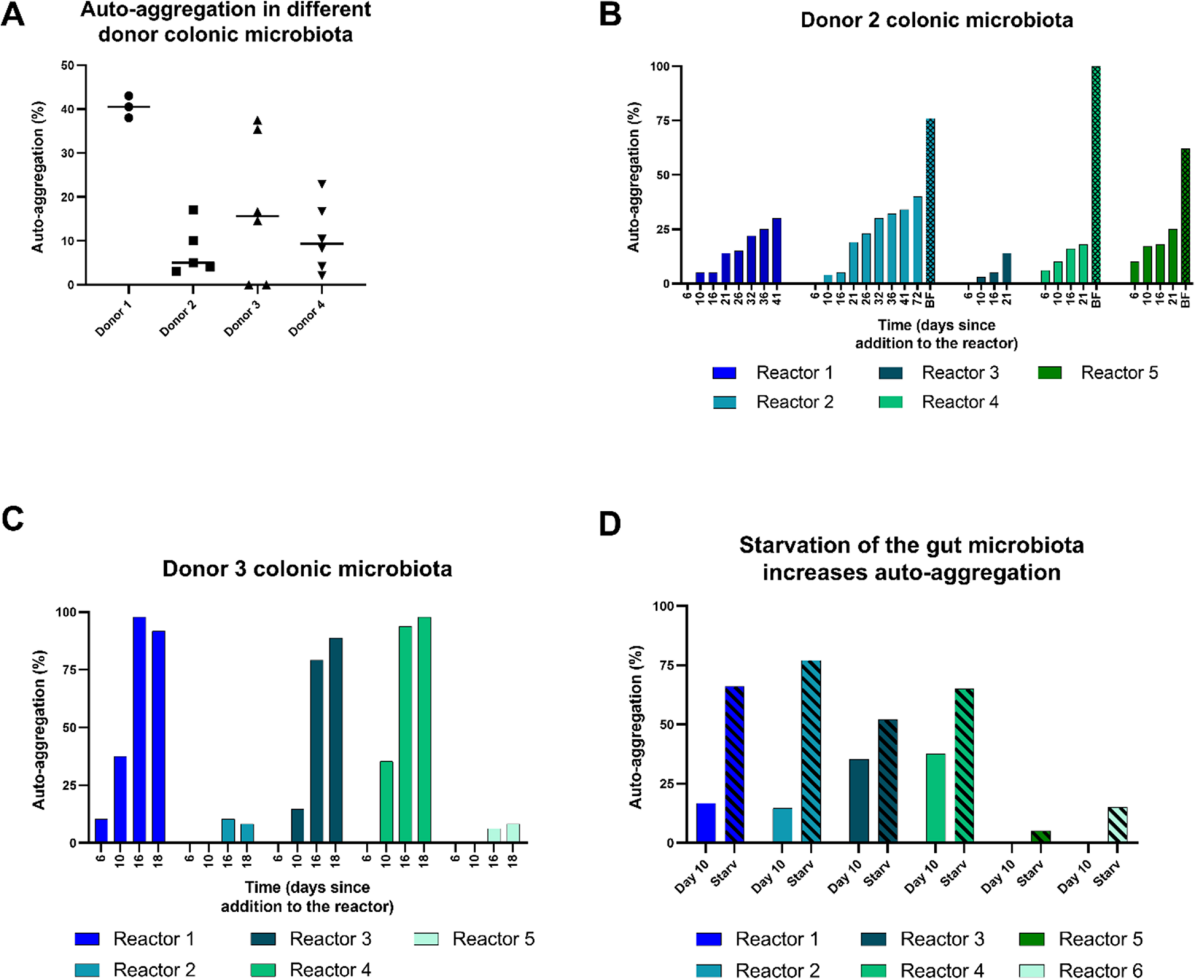
Influence of different microbiota, biofilm and starvation on *L. plantarum* auto-aggregation percentage. *L. plantarum* strains were recovered from four different in vitro human adult colonic microbiota. **A** Auto-aggregation percentage of *L. plantarum* strains recovered after 10 days of cultivation in reactors inoculated with colonic microbiota from four different donors. Each data point represents auto-aggregation percentage in one reactor. **B** Auto-aggregation percentage of *L. plantarum* strains recovered from five reactors inoculated with microbiota of donor 2 over time and from reactor biofilms (BF). **C** Auto-aggregation percentage of *L. plantarum* recovered from five reactors containing colonic microbiota of donor 3. **D** Auto-aggregation percentage at the day before and one day after starvation of the microbiota of donor 4 (Starv)

Further, biofilms spontaneously formed on the reactor walls were collected at the end of fermentations. The auto-aggregation percentage of *L. plantarum* strains from biofilms was at least two times higher than from reactor effluent at the final day of fermentation (Fig. 2B), suggesting a role of auto-aggregation in biofilm establishment. However, no correlation was found between auto-aggregation percentage and *L. plantarum* colonization level in the reactor (data not shown). Since aggregation might facilitate the formation of biofilms, biofilm formation ability of the wild type and the aggregating, isogenic strain PA4_02 on polystyrene was assessed using crystal violet and optical density measurement. Strains were grown compared in MRS and minimal medium containing different carbon sources. The aggregating strain PA4_02 showed clearly increased biofilm formation compared to the wild type when grown in minimal medium supplemented with maltose but not in any other conditions (Additional file 1: Figure S1).

Auto-aggregation is suggested to be linked to cell-proximity during nutrient exchange or to nutritive stress [23]. Therefore, starvation of colonic microbiota was simulated by interrupting the medium inflow for 24 h in six TRs containing microbiota of donor 4. Starvation led to accumulation of isobutyrate, isovalerate and valerate, which indicates enhanced protein fermentation (Additional file 2: Figure S2). Auto-aggregation percentage increased during starvation in all reactors (Fig. 2D). Moreover, after starvation, auto-aggregation was even detected in reactors where no auto-aggregation was observed before the starvation period (Fig. 2D, reactor 5 and 6). Simultaneously, *L. plantarum* viable cell counts decreased by 1–2 logs during starvation (data not shown).

### Bistability of auto-aggregation phenotype depends on nutrient availability

To investigate the stability of the auto-aggregation phenotype, fifteen *L. plantarum* NZ3400 derivatives with auto-aggregation phenotype, recovered from all four microbiota, were serially cultured in MRS medium daily for 3 days. All strains still exhibited a strong auto-aggregation phenotype that was clearly visible after the first overnight culture (Fig. 3A). Auto-aggregation was not visually detectable anymore after the second overnight culture, yet small aggregates were still observed microscopically (Fig. 3B). Finally, aggregates were only barely detectable microscopically in the third culture (Fig. 3C). Conclusively, auto-aggregation is instable under nutrient-rich cultivation conditions, hinting again towards a role of nutrient availability in auto-aggregation.

**Fig. 3:**
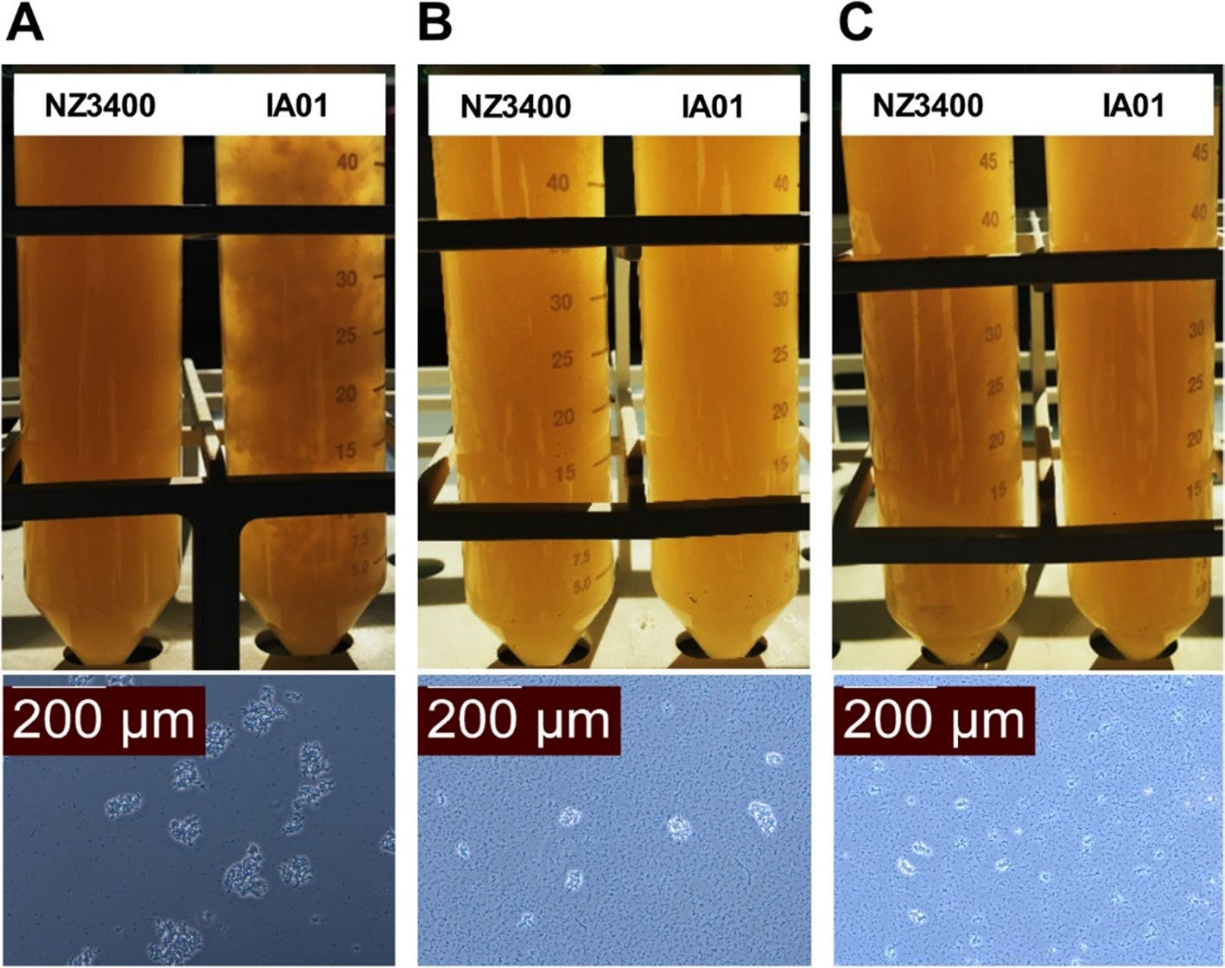
Auto-aggregation phenotype diminishes during consecutive cultivation in MRS broth. Visual comparison between *L. plantarum* NZ3400 (left tube) and IA01 (right tube) and microscopic images of IA01 after the first (**A**), second (**B**) and third (**C**) consecutive culture in MRS broth. Results are representative for 15 tested *L. plantarum* cultures with auto-aggregation phenotype

Thereafter, *L. plantarum* strains that lost their aggregation capacity upon consecutive cultivation in MRS medium were grown in a minimal medium supplemented with different carbon sources and in EMS, a medium that simulates the abiotic environment of the reactor gut microbiota [40]. *L. plantarum* strains IA01, PA4_02 and PA1.2_01 lost their auto-aggregation capacity in repeated MRS cultures but recovered this capacity when regrown in EMS medium and in minimal medium containing sucrose or maltose, but not in the same medium with glucose as sole carbon source. Remarkably, *L. plantarum* NZ3400 and four isolates (Table 1) recovered from the modelled microbiota of donor 1 and 2 that never showed auto-aggregation, did not auto-aggregate in any of the tested conditions. These results show that different nutrient conditions as such do not result in an auto-aggregation phenotype in *L. plantarum* NZ3400 and its derivatives, but that auto-aggregation is only observed in strains that have been exposed to the gut microbiota.

**Table 1:** *L. plantarum* NZ3400 derivative strains recovered from human in vitro microbiota

Strain	Description	Auto-aggregation	Reference
IA01	NZ3400 derivative, Cm^R^, C979T in LP_RS14990, isolated from in vitro fermentation	+	Isenring et al., 2021 [40]
IA01_t0_	Strain IA01 grown after one overnight culture in MRS	+	This study
IA01_t4_	Strain IA01 grown after four consecutive cultures in MRS	–	This study
PA4_02	NZ3400 derivative, Cm^R^, isolated from in vitro fermentation	+	Isenring et al., 2021 [40]
PA1.2_01	NZ3400 derivative, Cm^R^, C979T in LP_RS14990 and G382A in LP_RS01530, isolated from in vitro fermentation	–	Isenring et al., 2021 [40]
IA10	NZ3400 derivative, Cm^R^, C569A in LP_RS14255, isolated from in vitro fermentation	–	Isenring et al., 2021 [40]
PA2_04	NZ3400 derivative, Cm^R^, C837A in LP_RS15205, isolated from in vitro fermentation	–	Isenring et al., 2021 [40]
PA2_06	NZ3400 derivative, Cm^R^, C837A in LP_RS15205, isolated from in vitro fermentation	–	Isenring et al., 2021 [40]

### Genome and transcriptome analyses of auto-aggregating *L. plantarum* isolates

The possibility to reestablish auto-aggregation only in isolates that were exposed to modelled colonic microbiota suggests a lasting genomic modification responsible for the phenotype. However, whole genome sequencing analysis did not reveal any shared single nucleotide polymorphisms nor genetic reorganization in seven auto-aggregating isolates compared to NZ3400. Moreover, three thereof did not harbor any mutation and were thus isogenic to *L. plantarum* NZ3400 (data not shown). Because genome sequences did not provide an explanation for the auto-aggregation phenotype, transcriptome analysis using RNA sequencing was performed to identify genes possibly involved in the auto-aggregation phenotype.

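Counts of reads per gene were analysed for 11 RNA libraries: 3 of the non-aggregating wild type NZ3400, 3 of the aggregating IA01_t0, 3 of IA01_t4, which is IA01 after 4 consecutive cultures in MRS and no longer aggregates, and 2 of the aggregating strain PA4_02. All were made from cultures in MRS harvested at an OD600 of 2.6 to 2.7. The paper lists a mutation in LP_RS14990 for IA01 and none for PA4_02. Comparisons of IA01 with the other strains therefore also differ in this genotype. The sample labels give growth at 37 °C, and the paper gives pre-cultures at 30 °C. The authors mapped 100 bp reads on the chromosome and 3 plasmids of L. plantarum WCFS1 with Bowtie2 and counted them per gene. The strand setting and the treatment of reads that map to several places are not stated. A library held 11715146 to 15053802 counts (median 13233030). Of these, 43.8% to 55.3% fell on 10 loci without a product name here. Each of these loci is either 2923 or 1576 bp long. By these repeated lengths they are probably genes of large and small ribosomal RNA, left after the rRNA depletion that the paper describes. This leaves 5940240 to 7719723 counts per library for all other genes. Differences between groups were tested with the quasi-likelihood test of edgeR in a single fit of all 11 libraries. Counts were normalized by TMM, and p-values were adjusted by the method of Benjamini and Hochberg over the 3053 of 3115 genes that passed the filter on low counts. Genes with an adjusted p under 0.05 were called, and a positive log2 fold change means a higher level in the strain named first. The common biological coefficient of variation was 0.0621. On simulated counts with known differences of 0.5 on the log2 scale, the test called 78% of the changed genes in IA01_t0 against NZ3400, 80% in IA01_t0 against IA01_t4 and 72% in PA4_02 against NZ3400, and at a log2 difference of 1 it called 98%, 88% and 90%. The p-values measure the spread between these libraries, since the sources do not say whether the replicates came from separate pre-cultures. Product names were taken from the study's own tables of changed genes, which give 1320 of the locus tags. The groups of genes described beside each comparison were listed before the counts were examined, but after values in these tables had been seen. Apart from the prophage regions, which are ranges of locus tags, the groups hold only genes that these tables name. High shares of changed members, and the tests of the groups, are therefore not independent of these data.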

The transcriptome of the wild type strain NZ3400 was compared to that of the strain IA01_t0_ during growth in MRS, conditions under which AI01 aggregates and NZ3400 does not. The comparison revealed 192 significantly up- and 289 downregulated genes in IA01 compared to NZ3400 (FDR < 0.05; Additional file 3: Table S1). In addition, IA01 was grown in four consecutive overnight cultures in MRS, which led to loss of the auto-aggregation phenotype, resulting in the strain IA01_t4_. 

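In IA01_t0, 113 genes were higher and 187 were lower than in NZ3400 (adjusted p under 0.05, n = 3 libraries per strain, edgeR), and 18 of the former and 8 of the latter changed by more than 1 on the log2 scale. The genes of Table 2 are described separately. Among the other genes whose libraries did not overlap between the strains, the largest rises were mostly of structural genes of prophages. The phage head-tail connector protein LP_RS02880 had a log2 fold change of 1.59 (SE 0.358, adjusted p = 0.0057), the phage capsid protein LP_RS02875 one of 1.36 (SE 0.164, adjusted p = 9.6e-06) and the phage tail protein LP_RS10285 one of 1.28 (SE 0.192, adjusted p = 0.00011). LP_RS14135, which has no product name here, had a log2 fold change of 1.39 (SE 0.419, adjusted p = 0.039). The largest falls, again apart from Table 2, were in neighbouring genes of surface proteins: the WxL domain-containing protein LP_RS15420 at -1.38 (SE 0.0855, adjusted p = 8.6e-10), the cell surface proteins LP_RS15410 at -1.35 and LP_RS15405 at -1.10, and LP_RS15415, a protein with DUF916 and DUF3324 domains, at -1.21. The tRNA-Leu gene LP_RS05840 (log2 fold change -1.16), the substrate-binding part of a folate transporter LP_RS00655 (-1.01), subunit IIA of a glucose phosphotransferase system LP_RS14690 (-0.94) and the hypothetical protein LP_RS15825 (-0.90) fell as well. Without any 1 of IA01_t0 replicates 3 and 4 and NZ3400 replicates 2, 3 and 4, and under DESeq2, LP_RS14135 missed the threshold (adjusted p up to 0.17; range over all settings 0.0029 to 0.17). The number of genes higher in IA01_t0 was 70 without IA01_t0 replicate 3, 67 without IA01_t0 replicate 4, 75 without NZ3400 replicate 2, 62 without NZ3400 replicate 3 and 178 with only the 2 groups in the fit. The exact test of edgeR gave 217 higher and 306 lower.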

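Of 16 measured genes of fatty acid synthesis, 12 fell in IA01_t0 compared to NZ3400 and 4 did not pass the test (12 fell when adjusted over the list alone). Among them were the enoyl-ACP reductase FabI LP_RS07180 (log2 fold change -0.71, adjusted p = 7.0e-08) and subunits of acetyl-CoA carboxylase, which makes the precursor of the pathway, LP_RS07175 (-0.79, adjusted p = 1.9e-07) and LP_RS07170 (-0.65, adjusted p = 4.1e-07). The list as a whole had an adjusted p of 8.1e-10 in camera with a preset correlation of 0.01 and adjusted p = 0.19 with an estimated correlation. Of 14 heat shock chaperones and proteases, which fold or degrade damaged proteins, 9 fell and 5 did not pass (10 fell when adjusted over the list alone; adjusted p = 0.13 with an estimated correlation), with DnaK LP_RS08585 at -0.50 (adjusted p = 2.4e-05), the ATP-binding subunit of a Clp protease LP_RS15005 at -0.37 and DnaJ LP_RS08580 at -0.35. Of 5 citrate lyase genes, 4 fell (4 when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation), the acyl carrier protein LP_RS04730 by 0.54 and the alpha subunit LP_RS04740 by 0.31 on the log2 scale. Of 36 genes of capsule and exopolysaccharide synthesis, 12 fell and 24 did not pass the test (13 fell and 1 rose when adjusted over the list alone; adjusted p = 0.20 with an estimated correlation), among them LP_RS05060, a glucose-1-phosphate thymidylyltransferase (-0.34), and LP_RS05040 (-0.33). The fatty acid genes and some heat shock and citrate lyase genes had been seen in the study's tables from these samples, so their direction is not independent evidence. No list passed with an estimated correlation, here or in the comparisons that follow.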

Comparison of aggregating IA01_t0_ and non-aggregating IA01_t4_ resulted in 583 significantly up- and 632 downregulated genes in IA01_t0_ (Additional file 4: Table S2). 

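Between IA01_t0 and IA01_t4, 581 genes were higher and 655 lower in IA01_t0 (adjusted p under 0.05, n = 3 libraries each, edgeR), 59 and 54 of them by more than 1 on the log2 scale. The largest differences were in genes of pyrimidine synthesis, which make the uracil and cytosine nucleotides and were lower in IA01_t0 than in IA01_t4. The aspartate carbamoyltransferase LP_RS11425 had a log2 fold change of -6.51 (SE 0.104, adjusted p = 3.0e-19), the dihydroorotase LP_RS11420 one of -6.16 and the small and large subunits of carbamoyl phosphate synthase, LP_RS11415 and LP_RS11410, -5.60 and -4.72. The dihydroorotate dehydrogenase LP_RS11405 (-3.79), the uracil transporter LP_RS10150 (-3.50), LP_RS11400 (-3.28), the operon's regulator LP_RS11430 (-3.10) and LP_RS11395 (-3.10) were lower as well. Of 15 measured genes of this group, 13 were lower and 2 higher (13 and 2 when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation). In IA01_t4, 13 of the 15 were higher than in NZ3400 and 1 was lower (13 and 1 when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation), whereas the median log2 fold change of the 15 genes in IA01_t0 against NZ3400 was 0.07. The phosphoketolase LP_RS11250, an enzyme of pentose fermentation, had a log2 fold change of -1.96 (adjusted p = 5.8e-07). Apart from the genes of Table 2, which are described separately, the largest rises were those of LP_RS02765, a protein with a helix-turn-helix domain (2.14, SE 0.484, adjusted p = 0.0016), the tRNA-Asn gene LP_RS10370 (1.79), the tRNA-Pro gene LP_RS04360 (1.75), the LysM domain-containing protein LP_RS10255 (1.73), the capsid protein LP_RS02875 (1.63) and the MFS transporter LP_RS12960 (1.57). LP_RS02765, LP_RS10370 and LP_RS04360 had very low levels, at 1.24, 1.07 and 1.41 CPM in IA01_t0. In IA01_t4 they had 0.274, 0.300 and 0.407 CPM. LP_RS02765, LP_RS10370, LP_RS10255 and LP_RS02875 lie in the prophage regions. IA01_t4 replicate 1 stood apart from replicates 2 and 3 of its group (chi-square per degree of freedom of 87.5 and 74.4, against 12.2 between replicates 2 and 3). That chi-square includes the 10 loci with most counts. They held 53.4% of the counts of replicate 1, and 46.0% and 45.7% of those of replicates 2 and 3. The chi-square cannot tell a shift in these loci from one in other genes. Without IA01_t4 replicate 1, 509 genes were higher and 586 lower in IA01_t0.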

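Of the 16 fatty acid synthesis genes, 15 were lower in IA01_t0 than in IA01_t4 and 1 was higher (15 and 1 when adjusted over the list alone; adjusted p = 0.17 with an estimated correlation), and FabI LP_RS07180 had a log2 fold change of -1.91 (adjusted p = 2.9e-15). Of the 14 heat shock chaperones and proteases, 13 fell and 1 rose (13 and 1 when adjusted over the list alone; adjusted p = 0.19 with an estimated correlation). The nucleotide exchange factor GrpE LP_RS08590 fell by 0.73 and the Clp endopeptidase LP_RS03400 by 0.50 on the log2 scale, whereas the Clp subunit LP_RS15005 rose by 1.11. Both lists had been seen, in whole or in part, in the study's tables from these samples, as had the pyrimidine genes, and are not independent evidence of direction. These lists and those that follow hold only genes named in the study's tables of changed genes. Of the 1236 genes called here, 1177 have a product name from them. High shares of changed members therefore follow in part from how the lists were built. Of 29 genes of phosphotransferase systems, which take up and phosphorylate sugars, 20 rose and 4 fell (21 and 5 when adjusted over the list alone; adjusted p = 0.20 with an estimated correlation). Their extremes by p were LP_RS14690 at -1.42 (adjusted p = 6.3e-10) and the cellobiose subunit IIC LP_RS01180 at 1.13 (adjusted p = 8.7e-10). Of 16 ribosomal proteins, 14 fell and 1 rose (15 and 1 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation), with a median log2 fold change of -0.21. All 8 measured subunits of the F0F1 ATP synthase fell (8 when adjusted over the list alone; adjusted p = 0.44 with an estimated correlation), the epsilon subunit LP_RS10110 by 0.43. Of the 36 capsule and exopolysaccharide genes, 13 rose and 13 fell (13 and 15 when adjusted over the list alone), and the list did not pass the test (adjusted p = 0.92). The glycosyltransferase LP_RS11245 (1.15) and the flippase LP_RS05235, which lies next to marR, had the smallest p.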

Further, 94 up- and 123 downregulated genes were shared in both comparisons, being primary candidate genes for involvement in auto-aggregation. 

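In IA01_t0, 62 genes were higher than in both NZ3400 and IA01_t4, and 91 were lower than in both. Genes of prophage region 2 made up 20 of the 62, and prophage region 1 gave 5 more. The 91 held 12 of the 16 fatty acid synthesis genes, 8 of the 14 heat shock chaperones and proteases, 4 of the 5 citrate lyase genes and 4 of 15 surface adhesins and anchored proteins. The serine transporter LP_RS02110 was among the genes higher in both, with a log2 fold change of 0.64 against NZ3400 (SE 0.0762, adjusted p = 8.7e-06) and 0.57 against IA01_t4 (adjusted p = 7.7e-06), as was the L-serine ammonia-lyase LP_RS02120, which degrades serine, with 0.51 and 0.56. Another 46 genes were lower in IA01_t0 than in NZ3400 and higher than in IA01_t4, and 11 were higher than in NZ3400 and lower than in IA01_t4. If the calls of the 2 comparisons were independent, 21.5 genes would be higher in both and 40.1 lower. The same 3 IA01_t0 libraries serve in both comparisons, and they are too few to be divided into parts of 2, so that part of the excess may come from the shared libraries. The covariance of the log2 fold changes of the 2 comparisons across genes was 0.0610, and in 40 simulations of groups without a difference that share libraries in the same way it was 0.0114. The correlation was 0.424, below the 0.492 of these simulations. Without any difference, the shared group alone sets the correlation, while real changes in only 1 comparison lower it. The correlation therefore cannot tell how much of the agreement comes from shared libraries. Without IA01_t0 replicate 4, 40 genes were higher in both, and the exact test of edgeR gave 102.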

To narrow down these candidate genes, RNA sequencing data of the auto-aggregating strain PA4_02 and the wild type strain NZ3400 were compared. A total of 138 genes were significantly upregulated and 143 were significantly downregulated in PA4_02 (Additional file 5: Table S3). 

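In PA4_02, 80 genes were higher and 96 lower than in NZ3400 (adjusted p under 0.05, n = 2 and 3 libraries, edgeR), 38 and 3 of them by more than 1 on the log2 scale. marR and msa again rose most. Prophage genes made up most of the other large rises, of which those in Table 2 are described separately. LP_RS02880 had a log2 fold change of 2.51 (SE 0.340, adjusted p = 3.8e-05), the hypothetical protein LP_RS02895 one of 2.15 (SE 0.406, adjusted p = 0.0017), LP_RS10285 one of 1.99 and the phage head-tail connector protein LP_RS10325 one of 1.82. Of 45 measured genes of prophage region 1, 15 rose and 1 fell (24 and 1 when adjusted over the list alone; adjusted p = 0.072 with an estimated correlation), and of 48 genes of region 2, 22 rose and 3 fell (32 and 4 when adjusted over the list alone; adjusted p = 0.056 with an estimated correlation). The MFS transporter LP_RS15065, outside these regions, had a log2 fold change of 2.51 (SE 0.639, adjusted p = 0.019). LP_RS15065, LP_RS02880 and LP_RS02895 had low levels, at 1.14, 2.81 and 2.06 CPM in PA4_02 and 0.198, 0.489 and 0.461 in NZ3400. The largest falls, apart from LP_RS00795 and LP_RS01470 of Table 2, were those of tRNA-Leu LP_RS05840 (-1.39), the aspartate carbamoyltransferase LP_RS11425 (-0.89, adjusted p = 0.00071), LP_RS15825 (-0.87), the dihydroorotase LP_RS11420 (-0.86), LP_RS10755, a protein with the GGDEF domain of enzymes that make cyclic di-GMP (-0.85, adjusted p = 2.6e-07), LP_RS11415 (-0.83), LP_RS11410 (-0.75) and the hypothetical protein LP_RS01580 (-0.75). Without PA4_02 replicate 3, which leaves a lone library assumed to vary like those of the other groups, the adjusted p was 0.15 for LP_RS05840, 0.12 for LP_RS15065, 0.12 for LP_RS11410, 0.084 for LP_RS15825 and 0.074 for LP_RS01580, and without PA4_02 replicate 2 it was 0.22 for LP_RS11410, 0.20 for LP_RS01580, 0.087 for LP_RS11415 and LP_RS11420 and 0.072 for LP_RS15065, while LP_RS15065, LP_RS01580 and LP_RS11410 also missed the threshold without NZ3400 replicate 3 or 4, and LP_RS11410 without IA01_t0 replicate 2 or 4 or IA01_t4 replicate 3 (adjusted p up to 0.11; over all settings up to 0.12, 0.20 and 0.22, and as low as 3.6e-05, 0.0034 and 2.3e-14). The counts of higher and lower genes were 49 and 56 without PA4_02 replicate 3 and 139 and 147 in the exact test of edgeR. Without PA4_02 replicate 2, 61 genes were lower, and 51 were higher with a stricter filter on low counts.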

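Of the 16 fatty acid synthesis genes, 9 were lower in PA4_02 than in NZ3400 and 7 did not pass the test (11 lower when adjusted over the list alone; adjusted p = 0.19 with an estimated correlation). FabI LP_RS07180 had a log2 fold change of -0.61 (adjusted p = 3.3e-06) and LP_RS07175 one of -0.71 (adjusted p = 5.3e-06). Of the 14 heat shock chaperones and proteases, 5 fell (6 when adjusted over the list alone; adjusted p = 0.19 with an estimated correlation), among them DnaK LP_RS08585 at -0.42 (adjusted p = 0.00075). Of the 15 genes of pyrimidine synthesis and uptake, 5 fell (7 when adjusted over the list alone; adjusted p = 0.19 with an estimated correlation), with a median log2 fold change of -0.34. These 3 lists had been seen, in whole or in part, in the study's tables from these samples and are not independent evidence of direction. Of the 36 capsule and exopolysaccharide genes, 8 rose and 6 fell (9 and 9 when adjusted over the list alone), and the list did not pass the test (adjusted p = 0.43). The glycosyltransferases LP_RS05180 and LP_RS05175 had log2 fold changes of 0.68 (adjusted p = 1.6e-05) and 1.13 (adjusted p = 3.7e-05). Of 15 surface adhesins and anchored proteins, 3 rose, msa among them, and 4 fell (4 and 7 when adjusted over the list alone).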

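Some genes of the 2 prophage regions were higher, and 9 of 16 fatty acid synthesis genes were lower, in all 3 comparisons of aggregating with non-aggregating strains (for the fatty acid list, adjusted p = 0.19, 0.17 and 0.19 with an estimated correlation). Of 36 genes higher in all 3 comparisons, 5 lay in prophage region 1 (position 596264 to 628035 on the chromosome of L. plantarum WCFS1, 45 measured genes) and 19 in prophage region 2 (2161730 to 2199412, 48 measured genes). Among them were the capsid protein LP_RS10330, with log2 fold changes of 1.12 (SE 0.104) in IA01_t0 against NZ3400, 1.41 in IA01_t0 against IA01_t4 and 1.81 in PA4_02 against NZ3400, the tail protein LP_RS10280 (0.99, 1.16 and 1.71) and the portal protein LP_RS10345 (0.97, 1.01 and 1.40). In IA01_t0 against NZ3400, 6 genes of region 1 rose and 1 fell (13 and 1 when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation), and 20 of region 2 rose and 2 fell (28 and 3; adjusted p = 0.072 with an estimated correlation). In IA01_t0 against IA01_t4, 15 rose and 3 fell in region 1 (15 and 3; adjusted p = 0.22 with an estimated correlation) and 31 rose and 5 fell in region 2 (32 and 5; adjusted p = 0.12 with an estimated correlation). The limits of the regions were set around phage genes of the study's tables from these samples, so these counts are not independent evidence. In the same regions, the ImmA/IrrE family peptidase LP_RS10465 (-0.27, -0.50 and -0.38), a family that includes regulators of phage genes, its neighbour LP_RS10470 (-0.33, -0.54 and -0.52) and the hypothetical protein LP_RS02845 (-0.51, -0.78 and -0.71) were lower in all 3 comparisons. Of 49 genes lower in all 3, 14 formed a run of neighbours from LP_RS07140 to LP_RS07205 that holds fatty acid synthesis genes, 5 were heat shock chaperones and proteases and 3 citrate lyase genes. Without 1 library, 19 to 26 prophage genes were higher in all 3, and the calls of LP_RS10465 and LP_RS10470 in IA01_t0 against NZ3400 were lost without IA01_t0 replicate 4 or NZ3400 replicate 4 and that of LP_RS10465 also without IA01_t0 or NZ3400 replicate 3 (adjusted p 0.051 to 0.13), while in PA4_02 against NZ3400 both were lost without PA4_02 replicate 2 (0.097 and 0.054). Proteins with the same product name occur in both regions and may share reads.

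**Figure D1:**
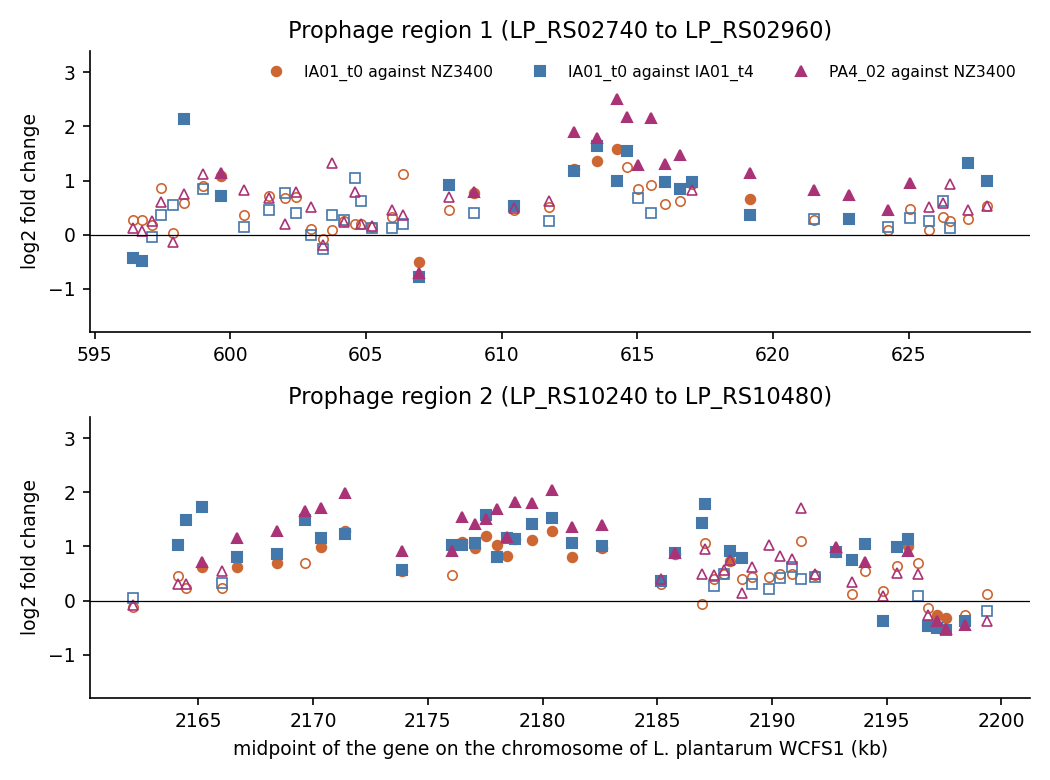
log2 fold change of each measured gene of prophage regions 1 and 2 (vertical axis) against the midpoint of the gene on the chromosome in kb (horizontal axis). Circles, squares and triangles stand for the 3 comparisons, filled symbols for an adjusted p under 0.05 and open symbols for the other genes.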

Combining all three comparisons revealed 50 significantly up- and 62 downregulated genes in auto-aggregating strains versus non-aggregating strains (Additional file 6: Table S4). Thereof, only genes with a │log_2_ ratio│ > 1 amongst all three comparisons were considered as possible candidate genes involved in auto-aggregation (Table 2). Up-regulated genes in this data set encoded for two hypothetical proteins, three proteins with domains of unknown function (DUF), a haloacid dehalogenase-like hydrolase (HAD), the Multiple Antibiotic Resistance Regulator (MarR), and a mucin-binding protein (MucBP) domain (Table 2). 

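Beside msa and marR, 6 genes of Table 2 were higher in the aggregating strains, at low levels. The DUF4355 domain-containing protein LP_RS10335 had 11.5 ± 1.49 CPM in IA01_t0 (SD, n = 3), 4.70 ± 0.576 in NZ3400 and 3.97 ± 0.534 in IA01_t4 (n = 3 each) and 19.3 ± 1.47 in PA4_02 (n = 2), with log2 fold changes of 1.29, 1.53 and 2.04 in IA01_t0 against NZ3400, IA01_t0 against IA01_t4 and PA4_02 against NZ3400 (adjusted p = 2.6e-06, 1.0e-07 and 5.2e-09). LP_RS02870, with the same domain, had log2 fold changes of 1.22, 1.18 and 1.90 (adjusted p = 0.00030, 0.00013 and 1.6e-06), in the order just given. The hypothetical protein LP_RS10300 had 1.08, 1.03 and 1.55 (adjusted p = 1.9e-05, 8.4e-06 and 3.4e-07), and the DUF3168 domain-containing protein LP_RS10310 had 1.20, 1.58 and 1.50 (adjusted p = 0.0055, 0.00025 and 0.0016). The hypothetical protein LP_RS02885, at 1.46 CPM in IA01_t0 and 0.611 in NZ3400, had 1.25, 1.54 and 2.18 (adjusted p = 0.053, 0.0078 and 0.00079), so that its first comparison did not pass the test. The HAD family hydrolase LP_RS14830, at 1.55 ± 0.661 CPM in IA01_t0 and 0.638 ± 0.305 in NZ3400, had 1.29, 1.11 and 1.52 (adjusted p = 0.046, 0.033 and 0.035). Of these genes, only LP_RS14830 lies outside the prophage regions LP_RS02740 to LP_RS02960 and LP_RS10240 to LP_RS10480. Under DESeq2, LP_RS14830 missed the threshold in all 3 comparisons (adjusted p = 0.069, 0.0504 and 0.053; over all settings 0.00066 to 0.31), as it did in the second in the replicate block (0.31) and in the first with only the 2 groups in the fit (0.051). It also missed it without 1 library: in the first without IA01_t0 replicate 4 (0.29), NZ3400 replicate 3 (0.17) or 4 (0.15), IA01_t4 replicate 3 (0.0566) or PA4_02 replicate 2 (0.0567) or 3 (0.0552), in the second without IA01_t0 replicate 4 (0.22) or IA01_t4 replicate 1 (0.13), and in the last without NZ3400 replicate 3 or 4 or PA4_02 replicate 2 (0.127 to 0.135) or 3 (0.15), which there also ended the calls of LP_RS10310 (0.15) and LP_RS02885 (0.061). The paper takes genes that change by more than 1 on the log2 scale in each of the comparisons as possible candidates for a role in auto-aggregation.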

The latter is known to be a mannose-specific adhesion protein encoded by *msa* [42]. 

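The transcripts of msa (LP_RS05225), an adhesin with mucin-binding domains, and marR (LP_RS05230), a transcriptional regulator, were many times more abundant in the aggregating strains. msa had 7198 ± 527 CPM in IA01_t0 (SD, n = 3) and 6324 ± 405 in PA4_02 (n = 2), but 336 ± 16.4 in NZ3400 and 419 ± 24.6 in IA01_t4 (n = 3 each). marR had 1127 ± 35.9 CPM in IA01_t0 and 979 ± 32.2 in PA4_02, but 27.1 ± 3.35 in NZ3400 and 48.5 ± 3.49 in IA01_t4. For msa the log2 fold change was 4.42 in IA01_t0 against NZ3400 (SE 0.0830, adjusted p = 1.8e-19), 4.10 in IA01_t0 against IA01_t4 (SE 0.0818, adjusted p = 3.9e-19) and 4.23 in PA4_02 against NZ3400 (SE 0.0854, adjusted p = 7.4e-19). For marR it was 5.37 (SE 0.0825, adjusted p = 7.2e-21), 4.54 (SE 0.0783, adjusted p = 7.0e-20) and 5.17 (SE 0.0846, adjusted p = 2.5e-20). msa was therefore 21.4, 17.2 and 18.8 times and marR 41.5, 23.2 and 36.0 times as abundant. Both genes had the largest log2 fold changes among the genes that rose in each comparison, and every library of the aggregating strain lay above every library of the other. Libraries were separated in either direction for 1004, 1544 and 1087 of the 3053 genes tested in these comparisons. Between IA01_t0 and PA4_02, the log2 fold changes were 0.19 for msa (SE 0.0806, adjusted p = 0.36) and 0.20 for marR (SE 0.0728, adjusted p = 0.21), which did not pass the test.

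**Figure D2:**
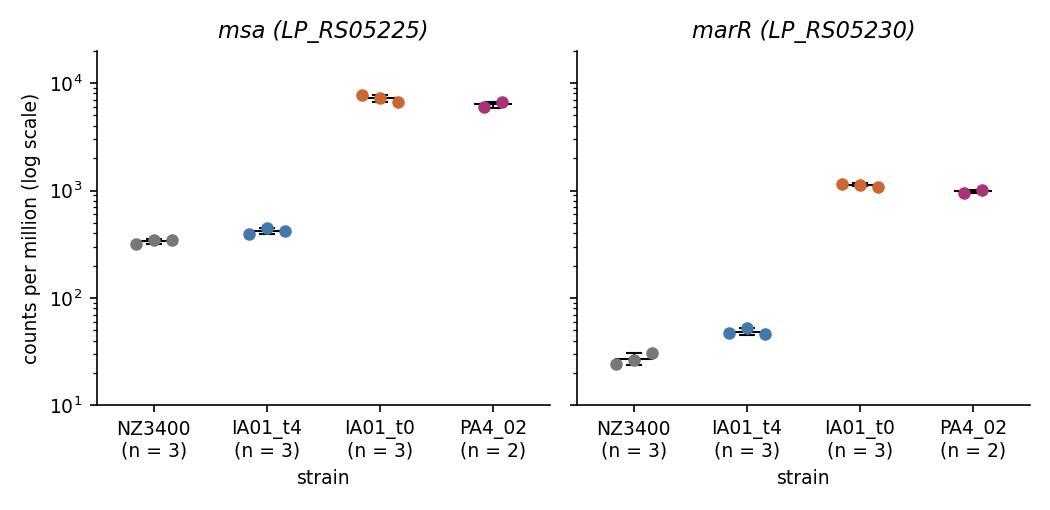
CPM of msa and marR in each library (vertical log axis, horizontal axis by strain). Points are libraries, and bars show the mean and SD. The libraries of IA01_t0 and PA4_02 lie above all libraries of NZ3400 and IA01_t4 for both genes.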

The MarR family transcriptional regulator (LP_RS05230, *marR*) and the MucB domain-containing protein (LP_RS05225, *msa*) were strongest regulated by far with a log-fold change of 4.5–5.4 and 4.1–4.4, respectively (Table 2). 

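On the chromosome of L. plantarum WCFS1, msa spans position 1116988 to 1120020 (3033 bp) and marR 1120032 to 1120472 (441 bp), both on the plus strand. Per kb of gene, the counts of marR were 1.08 times those of msa in IA01_t0 (range 1.03 to 1.12, n = 3) and 1.07 times in PA4_02 (1.04 to 1.09, n = 2), 0.554 times in NZ3400 (0.523 to 0.611, n = 3) and 0.796 times in IA01_t4 (0.750 to 0.824, n = 3). Upstream of msa, the helix-turn-helix regulator LP_RS05220 lies on the minus strand, 306 bp from msa. It had log2 fold changes of 0.44 in IA01_t0 against NZ3400 (adjusted p = 0.021), 1.02 in IA01_t0 against IA01_t4 (adjusted p = 4.1e-06) and 1.00 in PA4_02 against NZ3400 (adjusted p = 1.5e-05). LP_RS05215, a DUF4422 domain-containing protein on the far side of LP_RS05220 from msa, had 0.25 (adjusted p = 0.077), 1.12 (adjusted p = 2.1e-08) and 0.76 (adjusted p = 1.3e-05). Downstream of marR, the flippase LP_RS05235 lies on the minus strand, 129 bp away, with log2 fold changes of 0.01 in IA01_t0 against NZ3400 (adjusted p = 0.96), 1.06 in IA01_t0 against IA01_t4 (adjusted p = 2.9e-08) and 0.12 in PA4_02 against NZ3400 (adjusted p = 0.59). In IA01_t0 against NZ3400, LP_RS05220 missed the threshold without IA01_t0 replicate 2 (adjusted p = 0.11) and without NZ3400 replicate 2 or 3 (0.083 and 0.080; range over all settings 0.0013 to 0.11).

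**Figure D3:**
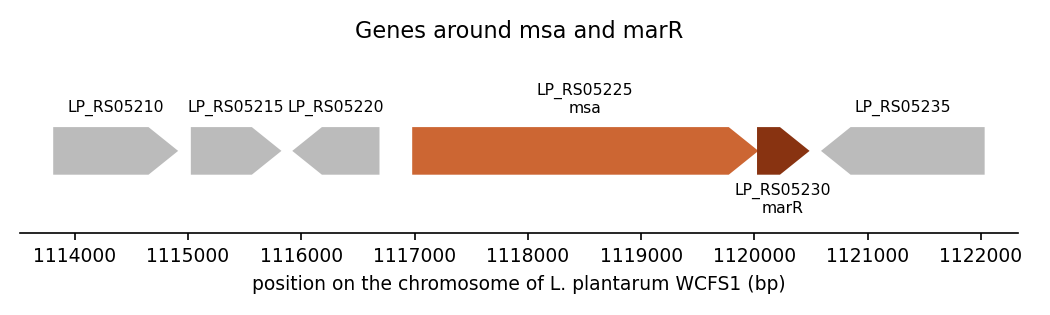
Genes from LP_RS05210 to LP_RS05235 by position on the chromosome in bp (horizontal axis). Arrows point in the direction of transcription. msa and marR point the same way and are 11 bp apart, and LP_RS05220 and LP_RS05235 point the other way.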

The *marR* gene is located 11 bp downstream of the *msa* gene and in the same direction, suggesting that they belong to one operon.

**Table 2:** Genes significantly up- and down-regulated (│Ratio(log_2_)│ > 1) in auto-aggregating compared to non-aggregation strains*

ORF	Product	Ratio (log_**2**_)		
		PA4_02^**a)**^	IA01_**t0**_^**b)**^	IA01_**t0**_^**c)**^
**Upregulated**				
LP_RS05230	MarR family transcriptional regulator	−5.17	−4.54	− 5.37
LP_RS05225	MucBP domain-containing protein	−4.23	−4.10	− 4.42
LP_RS02885	Hypothetical protein	−2.17	−1.54	−1.25
LP_RS10335	DUF4355 domain-containing protein	−2.04	−1.53	−1.29
LP_RS02870	DUF4355 domain-containing protein	−1.90	−1.18	− 1.22
LP_RS10300	Hypothetical protein	−1.55	−1.03	− 1.07
LP_RS14830	HAD family hydrolase	−1.52	−1.11	− 1.28
LP_RS10310	DUF3168 domain-containing protein	−1.49	−1.58	− 1.20
**Downregulated**				
LP_RS01470	Hypothetical protein	1.05	1.27	1.22
LP_RS00795	Cna B-type domain-containing protein	1.08	1.02	1.04

^a^Auto-aggregating PA4_02 compared to the wild type NZ3400

^b^Auto-aggregating IA01t_0_ compared to IA01t_4_

^c^Auto-aggregating IA01t_0_ compared to the wild type NZ3400

*phage-related genes were omitted. ORF: open reading frame

Further, 2 genes encoding a hypothetical protein and Can B-type domain-containing protein, were significantly down-regulated in all three analyses (Table 2). However, the magnitude of change (maximum of 1.27 log-fold change) was small compared to the *msa-marR* operon (Table 2).

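The Cna B-type domain-containing protein LP_RS00795, at position 178865 to 181885, and the hypothetical protein LP_RS01470, at 321422 to 321691, were lower in both aggregating strains. Cna B domains occur in stalks of surface proteins. LP_RS00795 had 216 ± 16.5 CPM in IA01_t0 (SD, n = 3) and 209.6 ± 8.16 in PA4_02 (n = 2), against 444 ± 24.9 in NZ3400 and 438 ± 30.0 in IA01_t4 (n = 3 each). Its log2 fold change was -1.04 in IA01_t0 against NZ3400 (SE 0.0660, adjusted p = 8.6e-10), -1.02 in IA01_t0 against IA01_t4 (adjusted p = 2.2e-10) and -1.08 in PA4_02 against NZ3400 (adjusted p = 5.2e-09). LP_RS01470 had 32.6 ± 4.82 CPM in IA01_t0 and 36.5 ± 3.66 in PA4_02, against 75.6 ± 4.40 in NZ3400 and 78.7 ± 6.51 in IA01_t4. Its log2 fold changes were -1.21 (SE 0.0924, adjusted p = 3.2e-08), -1.27 (adjusted p = 3.1e-09) and -1.05 (adjusted p = 1.2e-06), in the same order. Between the non-aggregating IA01_t4 and NZ3400, LP_RS00795 had -0.02 (adjusted p = 0.85) and LP_RS01470 0.06 (adjusted p = 0.63).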

### DNA inversion predominates in auto-aggregating *L. plantarum* strains

The very strong regulation of the *msa-marR* operon makes this operon the primary candidate responsible for the auto-aggregation phenotype. The *msa* promoter region contains two repeats that can invert, thereby changing the promoter activity of the operon [41]. To test whether such inversion occurred in auto-aggregating strains, the RNAseq reads were plotted on the genome of WCFS1 and checked carefully for any genetic reorganization in the *msa* region. Indeed, an alternative junction was identified in all samples of the aggregating strains IA01_t0_ and PA4_02, exactly at the repeat in the promoter of *msa*. This new junction was not identified in the transcriptome samples from the wild type, IA01_t4_, nor in the samples of a previously constructed non-aggregating *lamC* knockout strain *L. plantarum* ΔLP_RS14990 [40] (Isenring, unpublished results).

Next, we quantified the occurrence of the inverse promoter using the RNAseq data reads. The ratio between the native and the inverted promoter was 8.3 ± 1.2 in the wild type and 9.5 ± 1.4 in the ΔLP_RS14990 strain, showing high prevalence of the native promoter in both non-aggregating strains. In contrast, the auto-aggregating strains A01_t0_ and PA4_02 had a significantly lower ratio of 0.56 ± 0.04 and 0.54 ± 0.07 than the wild type strain and ΔLP_RS14990 (*p* = 0.001). Strain IA01_t4_ lost its auto-aggregating phenotype and had a significantly lower a ratio of 5.3 ± 0.9 than the wild type (*p* = 0.03) suggesting that the inverted promoter is still present in strains that have lost the phenotype recently.

Last, we investigated whether the inverted promoter region is already present in a subpopulation of the wild type strain and in the non-aggregating strain IA10 (Table 1). A PCR specific for the native promoter resulted in amplification for the wild type strain NZ3400, strain IA10 and for both aggregating strains PA4_02 and AI01 (Additional file 7: Figure S3), supporting that the native promoter is present in all *L. plantarum* cultures. However, the PCR specific for the inverted promoter did not result in amplification for the wild type and IA10 strains but produced a clear amplicon in the cultures of PA4_02 and IA01.

## Discussion

Auto-aggregation is a desired property for probiotics which is associated with enhanced colonization, inhibition of pathogenic infections and immunomodulation of the intestinal mucosa [12, 13, 28, 43, 44]. In this study, we describe for the first time the emerge of an auto-aggregating phenotype in the non-aggregating *L. plantarum* NZ3400 after exposure to modelled human colonic microbiota. Percentage of auto-aggregation was highest for *L. plantarum* isolated from reactor biofilms. Biofilm formation can be facilitated by auto-aggregation [5, 45], however, quantification of biofilm formation on a polystyrene surface via crystal violet showed that biofilm formation of the aggregating strain PA4–02 was only enhanced compared to the wild type in minimal medium containing maltose. Aggregates were reported to form a multi-species cell-network that facilitates nutrient exchange, provides protection and creates a novel niche that aids microbiota colonization [23, 46]. *L. plantarum* cells in aggregates might therefore be able to survive better during starvation. It should be noted that starvation did not induce changes in propionate and butyrate concentrations and glucose, galactose and lactate were not detectable in both, control, and starved conditions. Therefore, these factors and the pH, which was kept constant during fermentation, are not explaining the effects observed on aggregation.

Transcriptome analysis of the wild type strain and auto-aggregating *L. plantarum* strains showed that the genes encoded by LP_RS05225 (*msa*) and LP_RS05230 (*marR*) were both highly overexpressed in the auto-aggregation phenotype. LP_RS05230 (previously known as lp_1230) is a transcriptional regulator that is located 11 base pairs downstream of LP_RS05225. In silico analysis of the genes showed that they form a bicistronic operon [41, 42], which is also supported by our data. The *msa* gene was identified as mannose-specific adhesin gene and is responsible for the agglutination of *L. plantarum* with *Saccharamyces cerevisiae* [41, 42]. Mannose-specific adherence mediates adherence of *L. plantarum* to human colonic cell line HT-29, epithelial Caco-2 cells and intestinal mucus in rats and thus assists in intestinal colonization [41, 47, 48]. In addition, pathogens such as *Vibrio cholerae*, *Salmonella* or *Pseudomonas aeruginosa* bind to mannose-containing glycoconjugates on the host intestinal surface [49–51]. Adherence of *L. plantarum* by mannose-specific adhesins to such glycoconjugates might therefore prevent binding of the pathogens. Furthermore, mannose-specific adhesins reduce pathogen colonization due to co-aggregation with mannose-containing surface structures of the pathogen [52–54]. Hence, activation of *msa* may be a desirable property for probiotics.

Identification of *marR* and *msa* did not reveal the mechanism sustaining the auto-aggregation phenotype, since genome sequencing did not reveal any mutation or other variation in the auto-aggregating strains. However, plotting RNAseq reads on the wild type genome revealed two novel DNA-junctions in the promoter region of LP_RS05225, that apparently could only be detected with the high read numbers produced in RNAseq experiments and the dedicated breseq software with a low detection limit for identification of variations in the genome [55]. The junction is identical to a previously reported inversion that is responsible for a strong yeast-agglutination phenotype in *L. plantarum* WCFS1, the parental strain of NZ3400 [41]. The inversion causes prevention of a stem-loop structure increasing both, transcription and translation of the *msa* gene. The inversion was predominant in aggregation cultures and still more present in IA01_t4_ than in non-aggregating stains. The occurrence of the aggregating phenotype over several generations can be explained by the presence of this relatively stable inversion. Moreover, the detected remains of the inversion in cultures that lost their aggregation phenotype may explain the rapid reverse of these cultures to an aggregating phenotype under selected conditions.

Aggregation was activated in absence of detectable glucose in fermentation reactors and in minimal medium without glucose. In addition, aggregation disappeared in glucose containing MRS medium. This suggests a role of glucose mediated catabolite repression via the canonical regulatory carbon catabolite protein A (CcpA) [56]. CcpA binds to catabolite response elements (*cre*) in the proximity to the regulated promoter, thereby regulating gene expression [57]. However, involvement of CcpA seems unlikely because reestablishment of auto-aggregation also occurred in the glucose-containing EMS medium. Further, no cre-elements were identified in the promoter region of *msa* and transcriptome analysis of a *L. plantarum* WCFS1 ccpa-knockout strain did not reveal differential expression in LP_RS05225 and LP_RS05230 [58]. Other regulators might be involved in the msa promoter inversion, yet the exact regulation remains unclear.

The observed loss and reestablishment of the auto-aggregation phenotype could be explained by phase variation, which leads to an heterogenous culture via an ON/OFF switch [59]. DNA inversions cause phase-variable surface protein expression [60–66] partially via genetic modifications by the activity of recombinases [60, 61, 67–70]. Indeed, recombinases lead to DNA inversion in *Bacteroides fragilis* resulting in phase-variable expression of surface proteins responsible for auto-aggregation [71]. The higher expression of the recombinase RecT (Additional file 6: Table S4) in auto-aggregating strains might induce DNA inversion in the upstream region of *msa*. However, classical phase variation in the sense of an ON-OFF switch does not explain the slow disappearance of auto-aggregation during three consecutive MRS cultures.

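The gene of the recombinase RecT, LP_RS02775, lies in prophage region 1, at position 599200 to 600087 of the L. plantarum WCFS1 chromosome. RecT proteins of phages pair single DNA strands in homologous recombination. Its level was low, at 3.23 ± 0.206 CPM in IA01_t0 (SD, n = 3) and 3.32 ± 0.554 in PA4_02 (n = 2), and 1.53 ± 0.168 in NZ3400 and 1.97 ± 0.239 in IA01_t4 (n = 3 each). The log2 fold change was 1.08 in IA01_t0 against NZ3400 (SE 0.211, adjusted p = 0.0018, edgeR), 0.71 in IA01_t0 against IA01_t4 (SE 0.206, adjusted p = 0.010) and 1.13 in PA4_02 against NZ3400 (SE 0.230, adjusted p = 0.0036). Between IA01_t4 and NZ3400 it was 0.37 (SE 0.238, adjusted p = 0.24). The recombinases, integrases and transposases with a product name in the study's tables of changed genes numbered 14. Of these, 1, RecT, was higher in IA01_t0 than in NZ3400 (1 higher and 1 lower when adjusted over the list alone) and 1 in PA4_02 than in NZ3400 (1 when adjusted over the list alone), whereas 10 were higher and 3 lower in IA01_t0 than in IA01_t4 (10 and 4 when adjusted over the list alone). Genes of this kind without a product name are not counted, so RecT need not be the only one raised against NZ3400. The share changed against IA01_t4 follows in part from how the list was built. With camera at the preset correlation, the list passed in none of these 3 comparisons (adjusted p = 0.44, 0.85 and 0.073 in the order given). In IA01_t0 against IA01_t4, fry gave an adjusted p of 0.020, and camera with an estimated correlation one of 0.59. Without PA4_02 replicate 3, RecT was not called in PA4_02 against NZ3400 (adjusted p = 0.10, the highest over all settings, down to 0.00026).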

Alternatively, growth in MRS medium might select for the native promoter, which is shown by the presence of the native orientation in the aggregating strains IA01 and PA4_02 (Additional file 7: Figure S3). Overexpression of the mannose-specific adhesin is toxic in *L. plantarum* 299v, but not WCFS1, yet might lead to slower growth [41], explaining the vanishing of the auto-aggregating phenotype. Growth in MRS medium can then select for the fast-growing, non-aggregating fraction resulting in outcompeting the aggregating fraction during consecutive culturing. Slower growth of *L. plantarum* on sucrose, maltose [58] and EMS (data not shown) would allow outgrowth of the auto-aggregating fraction. Strong supporting evidence for this explanation is the difference in inverse and native promoter prevalence between the wild type and auto-aggregating variants.

The presence of both promoter orientations in aggregating strain cultures shows that an aggregating subculture proliferates in the fermenter. The inverse promoter orientation could not be detected in non-aggregating strains, suggesting strongly that the inversion is not present in non-aggregating cultures but is rather a relatively rare event and must be selected for to become visible. However, whether the inversion occurs spontaneously or is induced by the fermenter environment remains unclear.

## Conclusion

We showed that cultivation of *L. plantarum* in a modelled in vitro human colonic microbiota leads to an auto-aggregating subpopulation. This novel auto-aggregating phenotype is caused by a high expression of the mannose-specific adhesion gene *msa*. Both, auto-aggregation and mannose-mediated adhesion are desired properties of probiotics. Our data demonstrate that the PolyFermS fermentation model is suitable to detect and select for novel phenotypes related to the intestinal environment. This could further be applied to elucidate phenotypic adaptations and their underlying mechanisms of both probiotics and gut pathogens.

## Methods

### Strains and growth conditions

*L. plantarum* NZ3400, a WCFS1 derivative harboring a chloramphenicol resistance cassette in a neutral locus on the chromosome, was used as wild type strain [72]. NZ3400 derivative strains were recovered from in vitro human colonic microbiota after cultivation for up to 100 generations as described previously [40] (Table 1).

*L. plantarum* strains were cultivated in De Man, Rogosa and Sharpe (MRS, Labo-Life Sàrl, Pully, Switzerland) broth at 37 °C, overnight, unless stated otherwise. To investigate the influence of different carbon sources on auto-aggregation, a minimal medium was designed based on the MRS composition [73] by omitting beef extract, peptone, glucose, Tween 80 and reducing yeast extract from 0.4 to 0.2% (w/v). This minimal medium did not support *L. plantarum* growth and metabolic activity. Glucose, sucrose, maltose and fructose were added as individual carbon source at 1% (w/v). In addition, the previously designed Effluent-MacFarlane-Sugar (EMS) medium [40], mimicking the abiotic environment of in vitro colonic microbiota, was used to test the effect on auto-aggregation in absence of microbiota. EMS medium consisted of sterile filtered effluent from the in vitro colonic microbiota, MacFarlane medium [74], which mimics the chyme entering the colon (ratio 9:1), and glucose (0.75%, w/v).

### Establishment of a high-throughput screening method for auto-aggregation

A high-throughput screening method to detect auto-aggregating *L. plantarum* strains from colonic in vitro human gut microbiota was developed by modifying an existing agglutination assay [41]. MRS broth in 96-well tissue culture test plates (Bioswisstec AG, Schaffhausen, Switzerland) was inoculated with *L. plantarum* strains and grown overnight. Cultures were analyzed microscopically in biological triplicates (Leica DM1000, Leica Microsystems, Wetzlar, Germany) for aggregate formation.

### Characterization of *L. plantarum* auto-aggregation in the in vitro colonic microbiota

The design and implementation of the continuous intestinal fermentation model PolyFermS was presented in detail previously [40]. In short, the inoculum reactors (IR) of four models were inoculated (30%, v/v) with distinct fecal microbiota from healthy adults immobilized in polysaccharide gel beads. A detailed description of the PolyFermS set-up and conditions, microbiota compositions and fermentation profiles are reported in Isenring et al. [40]. The four IRs used for auto-aggregation experiments were operated for time periods ranging from 10 to 72 days. Second-stage treatment reactors (TRs) were continuously inoculated by IR effluent (5%) and fed with fresh MacFarlane medium (95%), formulated to mimic the chime entering the colon [74]. Metabolite concentrations of the continuous fermentation were determined by high-performance liquid chromatography as described previously [40]. To investigate the influence of colonic microbiota on auto-aggregation, *L. plantarum* NZ3400 was supplemented to TRs connected to the IR and operated with identical conditions. Derivatives were isolated from the effluent after 10 days from three TRs containing microbiota of donor 1, five TRs of donor 2, five TRs of donor 3 and six of donor 4.

*L. plantarum* strains were recovered from the biofilm in three reactors collected at the end of the fermentation containing microbiota of donor 2 as described previously [40] and compared to *L. plantarum* isolated from reactor effluent harvested on the same day. Nutritive stress was simulated by starvation of the modelled gut microbiota by medium inflow interruption. *L. plantarum* strains were recovered before and 24 h after starvation.

### Biofilm assay

Biofilm formation capability of the non-aggregating strain NZ3400 and its aggregating derivative strain PA4_02 was assessed in MRS, minimal medium containing glucose, sucrose, fructose or maltose as sole carbon source and EMS medium as described previously with minor modifications [75]. Wells of 96-well tissue culture test plates (Bioswisstec AG, Schaffhausen, Switzerland) containing 200 μl of corresponding growth medium were inoculated with 10^6^ CFU/ml *L. plantarum*. Wells only containing the medium served as control. The plates were incubated at 37 °C for 24 h. The liquid was removed, and the wells were washed three times with phosphate-buffered saline (PBS), pH 6.2. After drying, the wells were supplemented with crystal violet (0.1%, w/v) and incubated for 30 min. The stained biofilm was washed three times with PBS, the dye was resolved in ethanol (99%) and absorbance was measured at 595 nm (PowerWaveTMXS; Bio-Tek Instrument Inc., Winooski, VT, USA).

### Stability of auto-aggregation phenotype

The stability of auto-aggregation in 15 *L. plantarum* isolates recovered from all four microbiota was tested in three consecutive overnight cultures in MRS broth inoculated at 1% (v/v), corresponding to approximately 25 generations. Auto-aggregation was assessed visually and microscopically.

### RNA isolation and sequencing

RNA sequencing was performed on the wild type strain *L. plantarum* NZ3400, the auto-aggregating strains IA01_t0_ and PA4_02 and the non-aggregating IA01_t4_. Pre-cultures were done in MRS broth at 30 °C overnight. Experiments were performed in triplicates for NZ3400, IA01_t0_ and IA01_t4_ and in duplicates for PA4_02. Cultures were inoculated from the pre-culture and grown until OD_600nm_ = 2.6–2.7, with final measurement of the pH, glucose utilization and lactate production. Total RNA was extracted based on chloroform/phenol extraction followed by purification using the High Pure RNA isolation kit (Roche Diagnostics, Rotkreuz, Switzerland) as described previously (58). RNA quantity, purity and integrity were verified using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA). Samples with an RNA integrity number (RIN) > 9 and a 16S/23S-rRNA ratio > 1.5 were selected for rRNA depletion. Thereafter, EDTA was added to 1 mM and depletion was performed using the MICROBExpress™ Bacterial mRNA Enrichment Kit (Life Technologies Europe BV, Zug, Switzerland) following the manufacturer’s instructions. Concentrations of depleted samples were determined in a TapeStation and normalized to 100 ng/μl using in Tris-HCl (10 mM, pH = 8.5).

Sequencing of 100 bp single reads was done on Illumina Novaseq 6000 (Illumina Inc., California, USA) at the Functional Genomics Center Zurich (FGCZ). The library was prepared according to the Illumina Truseq Total RNA protocol.

### Analyses of DNA inversion upstream of LP_RS05225

The pipeline for the analysis of short-read re-sequencing breseq [76] was used to identify possible new junctions in the upstream region of *msa* (LP_RS05225). A 9439-bp fragment of the WCFS1 genome 7000 bp upstream and 2000 bp downstream of the *marR* gene (LP_RS05230) was used as reference and the RNAseq reads as re-sequencing reads. Standards settings were applied, and each set of reads was analyzed separately.

To quantify the amount of standard and reversed promoter regions of *msa* in the strains, a fragment containing the 234-bp upstream regions of the *msa* start with both promotor orientations was constructed and stored as two sequences in a single fasta file. RNAseq reads were plotted to the sequences using Bowtie2 [77] with standard settings. The Bowtie2 output was further processed to a reads-per-gene spreadsheet as described above. The ratio between both promoter regions was calculated and averaged. A two-tailed t-test was used to calculate the *p* value.

To identify a possible subpopulation harboring the *msa-MarR*-inversion, primers were designed (Additional file 8: Figure S4) to amplify the native sequence (Native_fw: 5′-GGGAGTAAAGCGTGCAATGT-3′; Native_rev: 5′-GCATTACCTATTTGATAACGCAGA-3′) and the inverted sequence (Inversion_fw: 5′-TCATGCGAAAGGATAGGTGTAA-3′; Inversion_rev:5′- TTGAGATGCTGAATCGTTCG-3′) in the promoter region. DNA of the non-aggregating wild type NZ3400 and IA10, and the aggregating PA4_02 and IA01 was extracted as described previously using lysozyme-cell-lysis and purification using the Wizard Genomic DNA purification kit (Promega, Dübendorf, Switzerland) [40]. PCR reactions were performed in a volume of 25 μl containing 20 ng DNA, 12.5 μl 2 x PCR Master Mix (Fermentas, Le Mont-sur-Lausanne, Switzerland), 1 μM of each primer (Microsynth, Balgach, Switzerland) and sterile, DNase-free water (Fermentas). PCR was performed with an initial denaturation (95 °C, 2 min), followed by 30 or 40 cycles of denaturation (95 °C, 30 s), annealing (51 °C, 30 s) and replication (72 °C, 25 s) and subsequent final replication (72 °C, 7 min) in a Biometra® T3000 Thermocycler (Labgene, Châtel-Saint-Denis, Switzerland). Amplified products and DNA marker (100 bp, BioConcept, Allschwil, Switzerland) were analyzed via agarose (2%, w/v) gel electrophoresis and visualized with gel red.

### Data analysis

Graphs were created using GraphPad Prism® version 8 (GraphPad Software Inc., San Diego, CA, USA). Analysis of RNAseq reads was performed as described previously [78]. Shortly, reads were mapped on the chromosome and plasmid of *L. plantarum* WCFS1 (accession numbers NC_006375.1, NC_006376.1, NC_006377.1, and NC_004567.2) using Bowtie2. Data filtering, normalization and analysis was done in R (version 3.6.2) using the packages DESeq and EdgeR. Only genes with a false discovery rate (FDR) < 0.05 and a differential expression of minimum 2 fold (│ratio(log_2_) > 1│) were considered as significant differently expressed.

## Supplementary Information

**Additional file 1: Figure S1.** Biofilm formation ability of the non-aggregating wild type strain *L. plantarum* NZ3400 (blue) and the isogenic aggregating strain PA4_02 (red). Biofilm formation was assessed in MRS and EMS medium and minimal medium containing sucrose (mm-sucrose), fructose (mm-fructose), glucose (mm-glucose) or maltose (mm-maltose) as carbon source. Data represent mean value ± standard deviation of biological triplicates.

**Additional file 2: Figure S2.** Fermentation metabolite profile before (blue) and after (red) microbiota starvation. Bars represent mean ± standard deviation of metabolite abundance relative to the total produced metabolites of six parallel operated TRs the day before and 24 h after starvation of the gut microbiota. Significance was calculated by paired-sample *t* test: ** < 0.01, **** *p* < 0.0001.

**Additional file 3: Table S1.** Significantly up- and downregulated genes in the auto-aggregating *L. plantarum* IA01 compared to NZ3400.

**Additional file 4: Table S2.** Significantly up- and downregulated genes in the auto-aggregating *L. plantarum* IA01t_0_ compared to the non-aggregating IA01t_4_.

**Additional file 5: Table S3.** Significantly up- and downregulated genes in the auto-aggregating *L. plantarum* PA4_02 compared to NZ3400.

**Additional file 6: Table S4.** Significantly up- and downregulated genes in all auto-aggregating *L. plantarum*.

**Additional file 7: Figure S3.** Visualization of DNA fragments (agarose gel, 2%) obtained by PCR amplification using 30 (A) and 40 (B) cycles of denaturation, annealing and replication. NZ3400: *L. plantarum* wild type strain (non-aggregating); IA10: *L. plantarum* recovered from the gut microbiota (non-aggregating); PA4_02 and IA01: *L. plantarum* recovered from the gut microbiota (auto-aggregating).

**Additional file 8: Figure S4.** Scheme of the PCR-set-up to detect the native and inversed *msa-marR* promoter region. A) Native orientation: DNA will be amplified using the primer combination Native_fw/Native_rev, resulting in a 225 bp amplicon. B) Inverted DNA will be amplified using the primer combination Inverse_fw/Inverse_rev, resulting in a 313 bp amplicon. P: promoter.

## Data Availability

Gene expression data are directly accessible through GEO (series accession number GSE172351, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172351).

How the deposited data were processed for this re-analysis (not part of the article)

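The files hold counts of RNA sequencing reads per gene for 11 libraries of L. plantarum: 3 of NZ3400 (replicates 2, 3 and 4), 3 of IA01_t0 (2, 3 and 4), 3 of IA01_t4 (1, 2 and 3) and 2 of PA4_02 (2 and 3). The labels name the strains by other codes than the paper. That the code with 3 aggregating libraries is IA01_t0 follows from the headings of Table S2, and that the code with 2 libraries is PA4_02 follows from it being the only aggregating strain in duplicate. The authors mapped 100 bp reads on the genome of L. plantarum WCFS1, with Bowtie2 (version 2.4.2 in the submitters' processing notes), and counted them per gene. The values are raw counts that were not normalized. The paper's text names R, DESeq and EdgeR and a false discovery rate, but not the test or its settings.

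A locus tag was kept when the files gave it a usable ID, which left 3115 tags, 3070 on the chromosome and 45 on 3 plasmids. The per-sample files and the table of the whole series held the same counts, with 0 values that differed. Products came from Tables S2, S3 and S4 and Table 2 of the paper (1320 tags), since the RefSeq gene table at hand is of another annotation and matched 0 of these tags. The 1795 tags without a product there are in no gene list, apart from the prophage regions, which are ranges of locus tags. The tables that gave the products list genes that the study called changed in these same libraries. Counts of changed list members and the list tests are therefore not independent evidence. The per-gene rows of Table S1 could not be read in the copy used, so that the paper's values for IA01_t0 against NZ3400 are known from its text and Table 2 alone.

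Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr by group with a minimum count of 10 (3053 genes), normalized by TMM and fitted with all 11 libraries and 1 mean per group (robust dispersions and robust quasi-likelihood). Contrasts were tested with the quasi-likelihood F test and adjusted by the method of Benjamini and Hochberg, and an adjusted p under 0.05 was called. The comparisons were IA01_t0 with NZ3400, IA01_t0 with IA01_t4 and PA4_02 with NZ3400, as in the paper, and IA01_t4 with NZ3400 and IA01_t0 with PA4_02, which the paper does not report. The intersections of the first 3 were counted as in the paper, with and without a log2 fold change over 1 in size. Positive log2 fold changes mean higher levels in the group named first, while the ratios of the paper's Tables S2 and S3 carry the opposite sign.

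The genes named in the text were chosen by a rule fixed before the files were opened: in each of the 3 comparisons the 10 largest rises and the 10 largest falls among called genes whose libraries did not overlap between the groups, every gene the paper names, the genes of Table S4 next to msa, and 2 to 4 members of each list described, those with the smallest adjusted p. Values in Tables 2, S2 and S3 had been seen by then. Genes outside the rule, such as neighbours, members of the prophage regions and most genes of the closing section, were chosen after their values were seen. Gene lists were matched on symbols and products, and the 20 lists with at least 5 measured genes were tested in each of the 5 comparisons (100 tests adjusted together) with camera from limma 3.58.1 on log CPM, with a preset correlation of 0.01 between genes.

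The alternatives were DESeq2 1.42.0, RLE in place of TMM, no filter on low counts, a stricter filter of at least 10 CPM in at least 2 libraries, a fit of only the 2 groups compared, the exact test of edgeR on these 2 groups, a replicate block, the 10 loci with most counts and the genes named as non-coding RNA left out together (the loci have no product name and were included after their counts were seen), each library left out in turn, and for the lists an estimated correlation and fry. For comparisons that share libraries, the covariance of their log2 fold changes was set against 40 simulations of groups without a difference. The fits were tested on simulated data with known differences at the size of these groups, in which 6.47%, 7.07% and 6.74% of the calls in the 3 comparisons of the paper were genes without a difference, somewhat above the 5% the threshold stands for. The reads themselves, and so the junctions at the msa promoter, were not analysed here.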

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

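The tests of reads shared between the prophage regions, of a rise of a whole prophage region and of a share of cells with the expression of IA01_t0 were chosen after the result was seen, and the other tests before. The test of shared reads replaced a first version, which rested on like length or product and was too weak to tell, and it had given 0 in region 1 and 1 in region 2. The bound of the test of a whole region was raised from 1 gene to 3 after its values were seen, so both outcomes are given as open. No group holds 4 or more libraries, so single libraries were not tested for lying apart.

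The comparison of IA01_t4 with NZ3400, both non-aggregating, is given here because the paper does not report it. Of 3053 genes, 1154 differed (620 higher and 534 lower in IA01_t4, n = 3 libraries each). Of 15 genes of pyrimidine synthesis and uptake, 13 were higher and 1 lower (13 and 1 when adjusted over the list alone; camera adjusted p = 1.05e-11, adjusted p = 0.12 with an estimated correlation), with log2 fold changes of 6.55 for the aspartate carbamoyltransferase LP_RS11425, 3.65 for the uracil transporter LP_RS10150 and 3.29 for the operon's regulator LP_RS11430. Of 16 fatty acid synthesis genes, 15 were higher (15 when adjusted over the list alone; camera adjusted p = 1.72e-10, adjusted p = 0.19 with an estimated correlation), with 1.20 for FabI LP_RS07180 and 1.19 for the acetyl-CoA carboxylase subunit LP_RS07170. The regulator Spx LP_RS14980 had -1.24 and the catalase LP_RS14975 had -0.90. With the preset correlation, the test also passed for aminoacyl-tRNA synthetases (8 of 10 higher, camera adjusted p = 0.00332, adjusted p = 0.41 with an estimated correlation), phosphotransferase systems (15 of 29 lower and 4 higher, 0.00301, adjusted p = 0.25 with an estimated correlation), the F0F1 ATP synthase (8 of 8 higher, 0.0105, adjusted p = 0.56 with an estimated correlation), glycolysis and lactate (10 of 13 higher and 2 lower, 0.0213, adjusted p = 0.26 with an estimated correlation) and capsule and exopolysaccharide (17 of 36 lower and 9 higher, 0.0220, adjusted p = 0.44 with an estimated correlation). Adjusted over the list alone, the counts of these 5 lists were 8 higher, 15 lower and 5 higher, 8 higher, 10 higher and 2 lower, and 17 lower and 9 higher. All lists of this paragraph hold only genes named in the study's tables of changed genes, so high shares of changed members are not independent evidence.

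For these 1154 genes, a difference in depth, the 10 loci with most counts and an aberrant library were tested as explanations. IA01_t4 replicate 1 had the lowest normalization factor (0.783) and differed most from the other replicates of its group, with a chi-square per degree of freedom of 87.5 and 74.4, where replicates 2 and 3 gave 12.2 and pairs within the other groups 23.0 to 57.4. That chi-square includes the 10 loci, which held 53.4% of the counts of replicate 1, and 46.0% and 45.7% of those of replicates 2 and 3. It cannot tell a shift in these loci from one in other genes. With every library thinned to 5940240 counts outside the 10 loci, 1133 genes differed, of which 1089 were among the 1154, with these loci and the named non-coding genes left out 1127 differed, and without IA01_t4 replicate 1 1087 differed, which argues against each of these as the whole source. The history of IA01_t4, 4 consecutive cultures in MRS, may be a candidate explanation that the design names, and it was not tested. IA01 also carries a mutation in LP_RS14990, and its part in this comparison was not tested. The 6 libraries allow 10 splits into groups of 3, too few for a share under 0.05, and 1 of them, the real one, gave 1154 genes and the highest of the others 0. Every other split mixes libraries of both strains. The difference between the strains then becomes spread within the groups, which by itself holds down the calls.

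Genes of the prophage regions were higher in all 3 comparisons of aggregating with non-aggregating strains, and the explanations weighed were 1 aberrant library, reads shared between the 2 regions and a rise of the whole region. Their number was 24, and 19 to 26 when 1 library was left out (lowest without PA4_02 replicate 3), which argues against 1 library as the source. Of 9 raised genes of region 2 with a gene of the same product and a length within 5% in region 1, 5 rose by more CPM than that gene held (the capsid protein LP_RS10330 by 9.81 where LP_RS02875 held 5.98), which argues against shared reads as the whole source there, whereas of 4 such genes of region 1 the number was 0, so that the rise of these 4 cannot be told apart from reads of region 2. The recombinase RecT LP_RS02775, also raised in region 1, had no such gene in region 2 and was not in the test. Between raised genes, 1 gene of region 1 (LP_RS02845) and 0 of region 2 were lower in all 3 comparisons, so a rise of a whole region, such as more copies of it, cannot be told apart from a rise of its transcripts. A higher activity of the prophages in the aggregating strains may be the explanation, a hypothesis that was not tested apart from these.

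Both genes of the operon were higher in IA01_t4 than in NZ3400, msa with a log2 fold change of 0.32 (SE 0.0734, adjusted p = 0.0018) and marR with 0.84 (SE 0.0821, adjusted p = 1.0e-07), with every library of IA01_t4 above every library of NZ3400. Separated libraries are common in this comparison, in either direction for 1464 of 3053 genes, and 620 genes were called higher. A rise of this kind is therefore not particular to the operon. A small share of cells in IA01_t4 with the expression of IA01_t0 would give the same share from both genes. msa gave 1.21% (SE 0.253) and marR 1.94% (SE 0.254), a difference of 2.03 standard errors, only just past the bound of 2. These errors rest on 3 libraries per group and take the 2 genes, measured in the same libraries, as independent, so the test cannot decide. The paper reports a significantly lower ratio of native to inverted promoter in IA01_t4 than in the wild type. From this it proposes that some inverted promoter remains there. The lowest log2 fold change of marR under RLE, DESeq2 and without the non-coding genes was 0.82, which argues against the normalization of the IA01_t4 libraries. What stays open is a share of cells, alone or together with another change, or a residual activity of the promoter after the consecutive cultures, which may differ between the genes and was not tested here.

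IA01_t0 and PA4_02, both aggregating, differed in 68 genes (21 higher and 47 lower in IA01_t0), which tests whether their differences from NZ3400 are equal. The paper does not report this comparison. IA01 carries a mutation in LP_RS14990 that is not listed for PA4_02. Its effect cannot be told apart from other differences between the strains. Some genes of the prophage regions were lower in IA01_t0 than in PA4_02, with log2 fold changes of -0.68 for LP_RS02870, -0.49 for LP_RS02915, -0.59 for LP_RS10270, -0.71 for LP_RS10280, -0.71 for LP_RS10285, -0.37 for LP_RS10290, -0.69 for LP_RS10325, -0.68 for LP_RS10330 and -0.75 for LP_RS10335. In region 1, 4 genes were lower (13 when adjusted over the list alone; camera adjusted p = 6.17e-05, adjusted p = 0.20 with an estimated correlation), and in region 2, 9 were (15 when adjusted over the list alone; 3.54e-06, adjusted p = 0.15 with an estimated correlation). Of 36 capsule and exopolysaccharide genes, 10 were lower (14 when adjusted over the list alone; 3.57e-08, adjusted p = 0.12 with an estimated correlation), with -0.93 for LP_RS05175, -0.59 for LP_RS05180, -0.65 for LP_RS05185, -0.64 for LP_RS05190 and -0.64 for LP_RS05205. Next to msa, LP_RS05215 had -0.50 and LP_RS05220 had -0.56. Pyrimidine genes were higher in IA01_t0 (6 of 15, and 6 when adjusted over the list alone; 2.21e-09, adjusted p = 0.12 with an estimated correlation), with 0.84 for LP_RS11410, 0.89 for LP_RS11415, 0.83 for LP_RS11420, 0.94 for LP_RS11425, 0.41 for LP_RS11430 and 0.50 for LP_RS10150. Of 5 genes of arginine and serine metabolism, 1 was higher (2 when adjusted over the list alone; 0.00681, adjusted p = 0.17 with an estimated correlation), the serine transporter LP_RS02110 at 0.34.

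Further differences between IA01_t0 and PA4_02 were -0.66 for the folate transporter component LP_RS00655, -0.42 for LP_RS15405, -0.52 for LP_RS15415 and -0.66 for LP_RS15420, which encode surface proteins or lie beside them, -0.25 for the L-lactate dehydrogenase LP_RS10055 and -0.34 for Spx LP_RS14980. Leaving out 1 library ended the call of 20 of the 29 genes named for this comparison (adjusted p up to 0.44), all but LP_RS00655, LP_RS05175, LP_RS05180, LP_RS05185, LP_RS05190, LP_RS05205, LP_RS10330, LP_RS11425 and LP_RS15420. By library, 16 calls ended without PA4_02 replicate 3, 13 without PA4_02 replicate 2, 10, 12 and 9 without IA01_t0 replicates 2, 3 and 4, 1, 1 and 3 without IA01_t4 replicates 1, 2 and 3, and 1, 5 and 2 without NZ3400 replicates 2, 3 and 4. Calls also ended under DESeq2 for LP_RS02870 (adjusted p = 0.18), LP_RS10325 (0.14), LP_RS10285 (0.10) and LP_RS02110 (0.061). They ended in the replicate block for LP_RS02870 (0.10) and LP_RS10325 (0.068), with only the 2 groups in the fit for LP_RS02110 (0.052). Under RLE and with no filter the same held for LP_RS11410 (0.054 and 0.051) and under the stricter filter for LP_RS11430 (0.060). The count of 68 genes became 23 without PA4_02 replicate 3, 42 without replicate 2, and 45, 28 and 43 without IA01_t0 replicates 2, 3 and 4.

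For the comparisons of the paper with 3 libraries per group, 10 splits are likewise too few for a share under 0.05. In IA01_t0 against NZ3400, 1 split, the real one, gave as many as 300 genes, and the highest of the others 5. In IA01_t0 against IA01_t4, 1 split gave as many as 1236 genes, and the highest other 0. For gene lists with the preset correlation, the real split gave 10 lists in IA01_t0 against NZ3400 (highest other 7, 1 split as high), 11 in IA01_t0 against IA01_t4 (highest other 11, 5 splits as high) and 7 in IA01_t4 against NZ3400 (highest other 9, 3 splits as high), so that in the last 2 comparisons other splits called as many lists. All the other splits mix libraries of both groups. They keep part of the real difference and turn the rest into spread within groups. Their counts of genes and lists are therefore no measure of what chance gives.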

How the results depend on the processing

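All alternatives were set before the data were examined, apart from the inclusion of the 10 loci with most counts among the non-coding genes left out. No gene named in the text and called in either setting changed direction (0 cases; 97 values of genes called in neither did). With fry in place of camera, the test of surface adhesins and anchored proteins was reversed, from lower and not passing to higher and passing, in IA01_t0 against NZ3400 (adjusted p = 0.00241), IA01_t0 against IA01_t4 (1.01e-05) and PA4_02 against NZ3400 (0.000245), and 4 other list tests changed direction without passing in either. The list of surface adhesins holds msa itself, so its tests do not speak for adhesins in general. Its median log2 fold changes were 0.08, 0.17 and -0.15 in these comparisons, and its means 0.06, 0.12 and 0.19. The counts of genes kept within 1.5 times their value, and the log2 fold changes of msa and marR kept their call, under DESeq2, RLE, no filter on low counts and with non-coding genes left out. With only the 2 groups in the fit, 178 in place of 113 genes were higher in IA01_t0 than in NZ3400. The exact test of edgeR gave 217 higher and 306 (in place of 187) lower there, 139 (80) and 147 (96) in PA4_02 against NZ3400, 102 (62) higher in both IA01_t0 comparisons and 114 (68) changed between IA01_t0 and PA4_02. The stricter filter, which tests fewer genes, gave 51 genes higher in PA4_02 than in NZ3400, and by over 1 on the log2 scale in all 3 comparisons 6 (11) higher and 1 (2) lower; the replicate block also gave 1 lower. The replicate numbers do not pair the samples (correlations of libraries with the same number, after group means were removed, of -0.244 to 0.241). With an estimated correlation, 0 of 100 gene list tests passed (40 with the preset one, 58 with fry). The cause was not tested for fry, the pair fit, the exact test or the block. Only IA01_t4 has a replicate 1, so the block gives that library no weight in the differences between groups. The block and leaving out IA01_t4 replicate 1 are therefore not separate checks. Leave-one-out gave these ranges: 62 to 133 higher and 137 to 266 lower in IA01_t0 against NZ3400, 466 to 595 and 539 to 665 in IA01_t0 against IA01_t4, 49 to 95 and 56 to 143 in PA4_02 against NZ3400, 40 to 66 and 68 to 111 in both IA01_t0 comparisons, 27 to 40 and 36 to 61 in all 3 comparisons, 9 to 14 and 0 to 3 by over 1 on the log2 scale in all 3, 926 to 1175 between IA01_t4 and NZ3400, 23 to 92 between IA01_t0 and PA4_02 and 37 to 45 list tests. Counts moved by over 1.5 times without single libraries: genes higher in IA01_t0 than in NZ3400 without IA01_t0 replicate 3 (70) or 4 (67) or NZ3400 replicate 2 (75) or 3 (62), genes of PA4_02 against NZ3400 without PA4_02 replicate 3 (49 higher, 56 lower) or 2 (61 lower), genes higher in both without IA01_t0 replicate 4 (40), and genes lower by over 1 in all 3 without PA4_02 replicate 2 (1), IA01_t0 replicate 2 (1) or NZ3400 replicate 4 (0). For msa the ranges were 4.37 to 4.46, 4.05 to 4.15 and 4.17 to 4.30, and for marR 5.30 to 5.48, 4.50 to 4.60 and 5.10 to 5.28. Without either PA4_02 library the other is assumed to vary like the other groups. Among the other named genes, 66 calls ended without some library, 12 under DESeq2, 8 in the block, 5 with only the 2 groups in the fit, 3 under RLE, 1 under the stricter filter and 1 with no filter. Calls of genes near 1 CPM, such as LP_RS14830 and LP_RS02885, changed between settings, and whether depth is the cause was not tested.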

Differences from the paper's values

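The counts below are at an adjusted p under 0.05 with no threshold on the fold change, as in the paper's results; the paper's methods also name a 2 fold minimum. In IA01_t0 against NZ3400, 113 genes were higher, and the paper's count is 192. Of the alternatives set before the data were examined, the fit of only the 2 groups (178), the exact test of edgeR (217), the replicate block (162) and leaving out IA01_t4 replicate 1 (133) came within 1.5 times the paper's count, whereas DESeq2 (87), RLE (104), no filter (113), the stricter filter (100), non-coding genes left out (111) and leaving out any other library did not.

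In the same comparison 187 genes were lower, and the paper's count is 289. DESeq2 (203), RLE (218), only the 2 groups in the fit (276), the exact test (306), the replicate block (260), non-coding genes left out (216) and leaving out IA01_t4 replicate 1 (266), IA01_t4 replicate 2 (193), PA4_02 replicate 2 (215) or PA4_02 replicate 3 (205) came within 1.5 times it, and no filter (188), the stricter filter (172) and leaving out any other library did not.

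In both IA01_t0 comparisons 62 genes were higher, and the paper's count is 94. Only the 2 groups in the fit (81), the exact test (102), the replicate block (69) and leaving out IA01_t4 replicate 1 (65), IA01_t4 replicate 2 (66) or PA4_02 replicate 2 (64) came within 1.5 times it, and DESeq2 (48), RLE (58), no filter (62), the stricter filter (52), non-coding genes left out (62) and leaving out any other library did not.

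In PA4_02 against NZ3400 80 genes were higher, and the paper's count is 138. The exact test (139), the replicate block (107) and leaving out IA01_t4 replicate 1 (95) came within 1.5 times it, and DESeq2 (65), RLE (78), no filter (80), the stricter filter (51), only the 2 groups in the fit (85), non-coding genes left out (83) and leaving out any other library did not. Of the paper's 138 genes, the 80 called here are all among them, and the exact test called 136 of them.

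The paper lists LP_RS02885 among the genes higher by more than 1 on the log2 scale in all 3 comparisons. Here it had 1.25, 1.54 and 2.18, and was called in the last 2, with an adjusted p of 0.053 in IA01_t0 against NZ3400. There it was called by the fit of only the 2 groups (adjusted p = 0.046), the exact test (0.0054) and the replicate block (0.045). Each log2 fold change of Table 2 lay within 1 standard error of the value here, once the sign was brought to the same direction. The largest differences from the ratios of Tables S2 and S3 were 0.00767 and 0.0137 on the log2 scale.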

Other observations

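The genes below were read after their values were seen, apart from those the paper names. A pair of proteins with domains of cyclic di-GMP turnover were lower in all 3 comparisons, in the order IA01_t0 against NZ3400, IA01_t0 against IA01_t4 and PA4_02 against NZ3400. The GGDEF domain-containing protein LP_RS10755 had log2 fold changes of -0.89, -0.77 and -0.85 (adjusted p = 1.8e-08, 2.4e-08 and 2.6e-07), and the EAL domain-containing protein LP_RS03290 had -0.54, -0.39 and -0.39 (adjusted p = 0.00025, 0.0015 and 0.015). The gluconokinase LP_RS05320 (-0.47, -0.23 and -0.46) and the 6-phosphogluconate dehydrogenase LP_RS05325 (-0.59, -0.28 and -0.52), neighbouring enzymes of gluconate use, were also lower in all 3. In PA4_02 against NZ3400, the call of LP_RS03290 ended without PA4_02 replicate 2 (adjusted p = 0.15) or 3 (0.0586) or NZ3400 replicate 2 (0.0581) or 3 (0.0553; range over all settings 0.00052 to 0.15) and that of LP_RS05325 without PA4_02 replicate 3 (0.0586; range 0.00031 to 0.0586). In IA01_t0 against IA01_t4 that of LP_RS05325 ended without IA01_t0 replicate 2 (0.087) or IA01_t4 replicate 3 (0.051) and in the replicate block (0.066; range 0.016 to 0.087).

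Some genes went in opposite directions in the 2 comparisons of IA01_t0. The regulator Spx LP_RS14980 had -0.32 against NZ3400 (adjusted p = 0.0046) and 0.93 against IA01_t4 (adjusted p = 2.9e-09), the catalase LP_RS14975 had -0.37 and 0.52, and the L-lactate dehydrogenases LP_RS04705 and LP_RS10055 had -0.32 and 0.49, and -0.35 and 0.38. Of 12 genes of the oxidative stress list, 4 were lower in IA01_t0 than in NZ3400 (5 lower and 1 higher when adjusted over the list alone; adjusted p = 0.44 with an estimated correlation). In IA01_t0 against IA01_t4, 7 of them were lower and 3 higher (8 and 3 when adjusted over the list alone; adjusted p = 0.69 with an estimated correlation), so that most of the list did not follow Spx and the catalase.

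Of the other genes the paper names, LP_RS01260, which the paper links to auto-aggregation in the mother strain of WCFS1, had log2 fold changes of -0.23 (adjusted p = 0.081), -0.63 (adjusted p = 1.2e-05) and 0.00 (adjusted p = 0.99) in the same order. The genes with mutations in some of the isolates had -0.25, 0.34 and -0.13 (LP_RS14990, which is mutated in IA01 itself, adjusted p = 0.014, 0.00026 and 0.35), 0.04, -0.19 and 0.33 (LP_RS01530), 0.19, 0.28 and 0.07 (LP_RS14255) and -0.02, -0.10 and 0.01 (LP_RS15205). The catabolite control protein A, LP_RS09680, had 0.12, 0.42 and 0.18 (adjusted p = 0.24, 3.1e-05 and 0.17). Without IA01_t0 replicate 3 or NZ3400 replicate 2 or 3, LP_RS14990 missed the threshold against NZ3400 (adjusted p 0.062 to 0.071; range over all settings 2.8e-05 to 0.071), and in the replicate block LP_RS14255 missed it against IA01_t4 (0.0525; range 0.0015 to 0.0525).

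Table 2 omits phage-related genes, and 5 of its genes (LP_RS02870, LP_RS02885, LP_RS10300, LP_RS10310 and LP_RS10335) lie within the prophage regions as delimited here. Of the 11 genes higher by more than 1 on the log2 scale in all 3 comparisons, 8 lay in these regions and 3 outside (msa, marR and LP_RS14830).

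IA01_t0 against IA01_t4 and PA4_02 against NZ3400 share no library. They had 53 higher and 59 lower genes in common, where independent calls would give 15.2 and 20.6. IA01_t0 against NZ3400 and PA4_02 against NZ3400 share the NZ3400 libraries and had 46 higher and 77 lower genes in common, where independent calls would give 2.96 and 5.88. The covariance of their log2 fold changes across genes, which are not independent replicates, was 0.0793, and shared libraries alone gave 0.0114 in the simulations. The correlation was 0.7995, and 0.449 in the simulations.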
